# A yeast-optimized single-cell transcriptomics platform elucidates how mycophenolic acid and guanine alter global mRNA levels

**DOI:** 10.1038/s42003-021-02320-w

**Published:** 2021-06-30

**Authors:** Guste Urbonaite, Jimmy Tsz Hang Lee, Ping Liu, Guillermo E. Parada, Martin Hemberg, Murat Acar

**Keywords:** Gene expression analysis, Saccharomyces cerevisiae, Biochemical networks, Genetic interaction

## Abstract

Stochastic gene expression leads to inherent variability in expression outcomes even in isogenic single-celled organisms grown in the same environment. The Drop-Seq technology facilitates transcriptomic studies of individual mammalian cells, and it has had transformative effects on the characterization of cell identity and function based on single-cell transcript counts. However, application of this technology to organisms with different cell size and morphology characteristics has been challenging. Here we present yeastDrop-Seq, a yeast-optimized platform for quantifying the number of distinct mRNA molecules in a cell-specific manner in individual yeast cells. Using yeastDrop-Seq, we measured the transcriptomic impact of the lifespan-extending compound mycophenolic acid and its epistatic agent guanine. Each treatment condition had a distinct transcriptomic footprint on isogenic yeast cells as indicated by distinct clustering with clear separations among the different groups. The yeastDrop-Seq platform facilitates transcriptomic profiling of yeast cells for basic science and biotechnology applications.

## Abstract (web summary)

Guste Urbonaite and Jimmy Tsz Hang Lee et al. present a droplet-based single-cell sequencing method optimized for use in yeast. They use their method—yeastDropSeq—to investigate the changes in gene expression profiles following treatment with the lifespan-extending compound mycophenolic acid and/or its epistatic agent, guanine.

## Introduction

In recent years, single-cell RNA sequencing (scRNA-seq) has become a widely used method for studying the transcriptomes of individual cells^1^. scRNA-seq has been used to identify populations of specific cell types within tissues^2^, to study particular cellular pathways^3^, and to better understand disease development^3^. One method to perform scRNA-seq is the Droplet Sequencing (Drop-Seq) platform^2^. Using a microfluidic device, this platform allows for the encapsulation of single cells, along with microbeads carrying barcoded primers and lysis buffer into oil droplets (Fig. 1). Upon cell lysis in the oil droplet, individual mRNA molecules hybridize to the primers on the microbeads. The barcoded primer sequences on each microbead allow for the distinction of mRNAs obtained from different cells and unique mRNAs obtained from the same cell. Next, all droplets are broken together and release their hybridized beads. Isolated beads are reverse-transcribed with template switching, generating cDNA strands. This is followed by the PCR-amplification of the cDNAs and the addition of the sequencing adapters. Finally, the barcoded mRNA samples are sent out for sequencing.

**Fig. 1:**
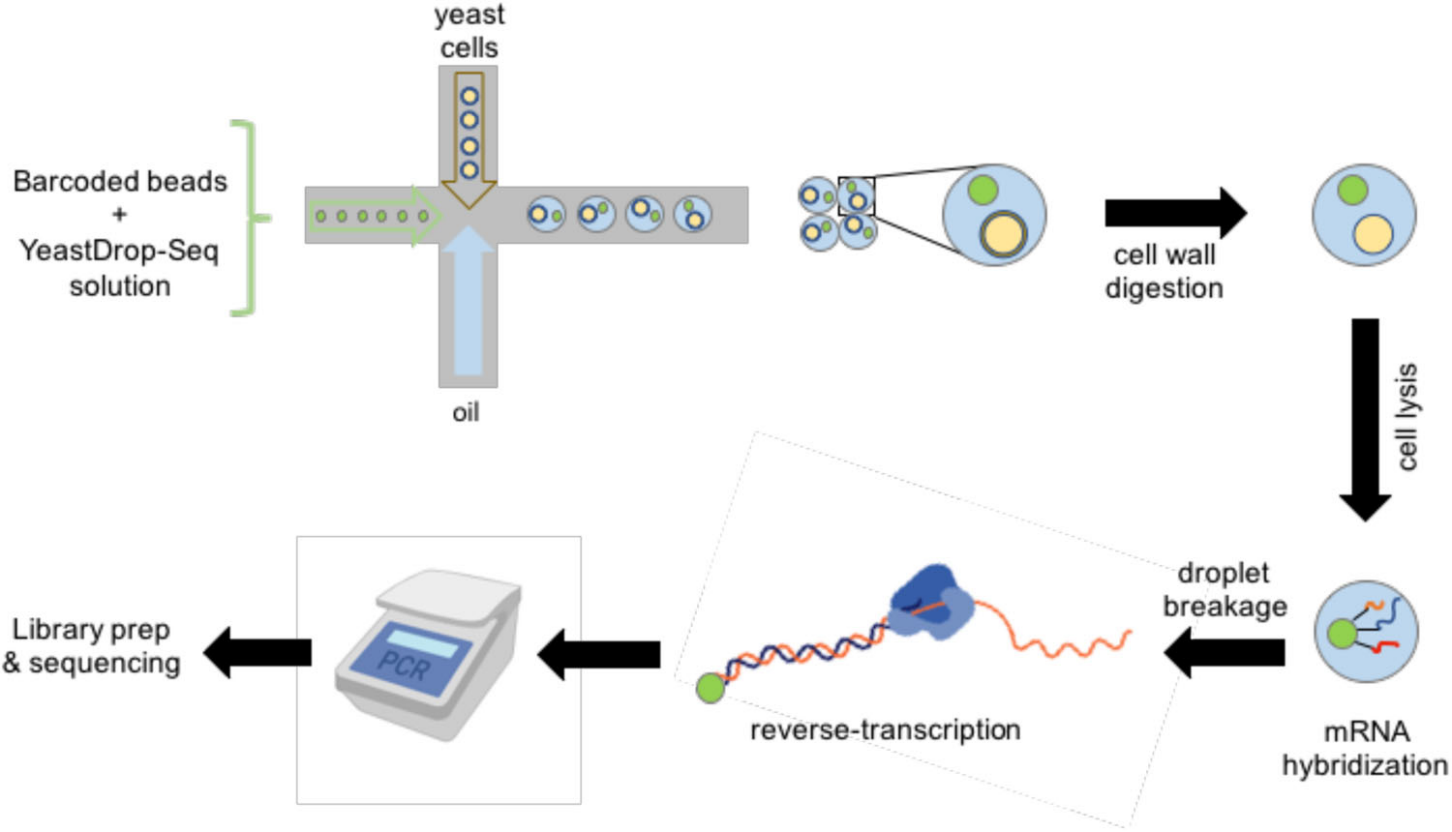
A schematic of the single-cell mRNA sequencing workflow for transcriptomic analysis of yeast cells. The yeastDrop-Seq solution containing chemicals for cell-wall digestion and cell lysis is mixed with barcoded microbeads, and the mixture is flown through one inlet of a microfluidic device. Yeast cells with intact cell walls and oil are flown through the second and third inlet of the microfluidic device, respectively. Encapsulated cells are then incubated to allow for cell-wall breakage and lysis. mRNA molecules hybridize to the barcoded microbeads via their polyA tails, droplets are broken, and reverse transcription occurs. cDNA is PCR-amplified and the cDNA libraries are prepared and submitted for sequencing.

The original Drop-Seq platform has been specifically developed and optimized for mammalian cells with the goal of measuring mRNA counts at the single-cell level across genetic backgrounds and/or growth conditions. Size and structure/morphology differences between different cell types have made it difficult to directly apply the mammalian Drop-Seq platform to other organisms, including yeast which are much smaller than mammalian cells and have a cell wall. While there are well-based^4^, FISH-based^5^ and droplet-based^6^ (using commercial 10x Genomics platform) methods for measuring single-cell mRNA abundances in yeast cells, a table-top noncommercial Drop-Seq-based platform optimized for robust measurements of mRNA counts in yeast has not been available.

Here we present the yeastDrop-Seq platform, a yeast-optimized table-top scRNA-seq technology based on the original Drop-Seq platform^2^. As a proof-of-principle application of yeastDrop-Seq, we measure how Mycophenolic acid (MPA) and guanine impact mRNA counts globally at the single-cell level. MPA is a lifespan-extending compound that decreases de novo GMP synthesis^7–9^. Our work uncovers the global transcriptomic effects of MPA and guanine in a pathway-specific manner at single-cell resolution, providing novel insights about how MPA extends the lifespan in yeast.

## Results

### yeastDrop-Seq as a yeast-optimized scRNA-Seq method

We modified the original Drop-Seq protocol so that the differences in size and morphology between yeast and mammalian cells are factored in the relevant steps of the protocol.

To make sure that only one cell is present in each oil droplet, cell density at the time of cell-feeding into the microfluidic chip had to be sufficiently low. On the other hand, a density that is too low would lead to unfeasibly long cell-feeding times. We found that a density of 50 cells per microliter addressed these needs.

Unlike mammalian cells, yeast has a cell wall surrounding its outer membrane. To break the cell wall, we designed a solution containing Zymolyase in addition to a cell-lysis reagent and SDS (Methods). Zymolyase is a cell-wall digestion enzyme which does not alter RNA stability or folding^10^. After the initial formation of oil droplets by feeding into the microfluidic chip yeast cells (at the density of 50 cells per microliter) together with the microbeads resuspended in this solution, the oil droplets were incubated for 30 min at 30 °C to ensure that Zymolyase breaks the cell walls and then cell lysis occurs (Supplementary Fig. 1). After this incubation period, we evaluated oil-droplet quality and found that more than 95% of the droplets remained intact.

Next, oil droplets were broken, and the original Drop-Seq protocol^2^ steps were applied to the pooled mRNA molecules hybridized to the primers on the microbeads, including reverse transcription, exonuclease I treatment, PCR-amplification of the cDNAs and the addition of the sequencing adapters. Sequencing was performed using the Illumina HiSeq2500 platform with 2 × 100 nts read pairs.

### Measuring the single-cell transcriptomic impact of MPA and guanine

In our previous studies, we have elucidated that Mycophenolic acid (MPA) extended lifespan in yeast through GMP synthesis inhibition^8,9^. We further found that the longevity effect of MPA was prevented by the supplementation of exogenous guanine, MPA’s epistatic agent in GMP synthesis. MPA targets GMP synthesis by inhibiting IMP Dehydrogenase (IMD), decreasing de novo GMP synthesis^7–9^. IMD catalyzes the production of xanthosine 5’-phosphate (XMP) from inosine 5’-phosphate (IMP). This is followed by the production of GMP from XMP through the action of the GMP synthase Gua1. The guanylate kinase Guk1 converts GMP to GDP^7^. Despite the biochemical knowledge about MPA’s involvement in the GMP synthesis pathway, how it affects single-cell transcriptomes downstream of GMP/GDP/GTP synthesis has been unknown.

To study the global impact of MPA and guanine on single-cell transcriptomes and to identify the specific genes that are up/downregulated upon MPA and/or guanine treatment, we grew yeast cells for 18 h in media containing DMSO (D), MPA (M), Guanine (G), or MPA + Guanine (MG) (Methods), subjected the cells to yeastDrop-Seq, and processed the raw mRNA sequencing data to obtain single-cell level mRNA abundances.

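The deposited data hold 4 libraries, 1 for each condition, of haploid BY4741 cells grown for 18 h with 10 µM DMSO, with 10 µM guanine, with 10 µM MPA and DMSO, or with MPA, guanine and DMSO. As the Methods describe it, the Guanine medium held no DMSO. In yeastDrop-Seq each cell is lysed in a droplet with a barcoded bead, and each captured mRNA molecule carries a Unique Molecular Identifier (UMI), so that copies made by PCR are counted as 1 molecule. The authors aligned the trimmed reads to the R64-1-1 genome, counted UMIs per gene and cell with UMI-tools and removed cells whose UMIs or genes fell outside a fitted Gaussian distribution. They deposited these counts without normalization, as 1 matrix of 4777 genes and 844 cells with 910561 UMIs, together with each cell's coordinates on their principal components and UMAP and its SC3 clusters. The libraries held 311199 UMIs in 233 DMSO-treated cells, 216768 in 258 Guanine-treated cells, 102788 in 85 MPA-treated cells and 279806 in 268 cells treated with MPA and guanine. In each library, every gene with UMIs had at least 1 cell with 2 or more UMIs of it, as a filter on genes in each library by itself would leave it. A gene listed at 0 in a library need not have been absent there. The paper mentions a filtering of cells and features and gives no such rule for genes in its text. For the parameters the Methods refer to code, which may hold a rule. The number of genes listed at 0 was 1277 for DMSO, 1857 for Guanine, 2356 for MPA and 872 for MPA + Guanine. For each gene, UMIs were summed over the cells of a library and divided by the library's total, giving its CPM with exact Poisson 95% intervals. The log2 ratio for a condition set its CPM against that of the other 3 libraries pooled, after the contrast in the Methods, and no ratio was computed where either side was listed at 0. Each condition has a single library, so no difference could be checked against replicates, no p-value is given, and library and condition cannot be told apart. The cells of a library are not replicates of its condition. All intervals cover counting error only. The median log2 ratio of all genes with at least 50 UMIs was 0.14 for MPA over the other conditions and 0.18 for MPA over DMSO, against 0.01 and -0.03 after TMM scaling, so changes were also set against these medians. The files do not state which strand was counted.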

The processing of the raw data included trimming low quality reads in sequences (Supplementary Fig. 2), mapping the resulting reads to the *S. cerevisiae* genome, and the construction of [gene × cell] expression matrices for each treatment condition. We next performed quality control of the processed data to filter out low quality cells and features in order to improve the signal-to-noise ratio for downstream analyses. For this, thresholds were adjusted according to the total Unique Molecular Identifier (UMI) counts and total gene counts (Supplementary Fig. 3); cells whose total UMI or feature counts fell outside of the normal distribution were excluded.

### Analysis of gene expression datasets for the rate of cell-doublet formation

An essential aspect of a droplet-based single-cell RNA measurement platform is its ability to encapsulate only one cell in each oil droplet or a low rate for doublet formation. To quantitatively characterize the doublet rate associated with yeastDrop-Seq, we applied five methods: DoubletFinder, Scrublet, DoubletDecon, scds, and solo (Supplementary Fig. 4). These methods first introduce artificial doublets based on the original dataset, followed by the training of a classifier to distinguish singlets from doublets. The methods then provide a ranking/score for the cells from the original dataset, and a threshold for doublet identification is defined.

While DoubletDecon predicted a surprisingly high doublet rate, which we attribute to false positives, the other four methods predicted low (~2–7%) rates for potential doublets for experiments run at 50 cells/uL (Methods). Also, the number of conserved doublets (i.e., doublets with the same barcode reported by more than one method) identified by the four methods was 12 out of 844 (Supplementary Fig. 4). We conclude that the cell-doublet rate of the yeastDrop-Seq platform is reasonably low. 

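Scrublet, 1 of the 5 tools the paper lists, was run on each library with 30 components, an expected doublet rate of 0.05 and its automatic threshold. It called 25 of 233 DMSO-treated cells (10.7%), 54 of 258 Guanine-treated cells (20.9%), 21 of 85 MPA-treated cells (24.7%) and 11 of 268 cells treated with MPA and guanine (4.10%). Over all libraries this was 111 of 844 cells, or 13.2% (exact binomial 95% interval 10.9% to 15.6%). With 10 components the share over all libraries was 5.69%, with 1.29% for DMSO, 0.388% for Guanine, 28.2% for MPA and 7.46% for MPA + Guanine, whereas expected rates of 0.02 and 0.10 called as many cells as 0.05. No cell was removed as a doublet in the values that follow.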

As a comparison, the original Drop-Seq platform developed for mammalian cells reported cell-doublet rates up to 11.3% at cell concentrations of 100 cells/uL and less than 5% at cell concentrations of 50 cells/uL.

### Characterization of sequencing reads, and transcript and gene counts

We analyzed the filtered sequencing reads to obtain the condition-specific distributions of their GC contents and read lengths. We found that the distribution of GC contents of all valid reads in all valid cells peaks at around 23% for each of the four growth conditions, which matched the peak expected based on theoretical grounds (Supplementary Fig. 5a). From the distributions of read lengths, we found that the peak corresponded to 52–53 bp consistently for each condition (Supplementary Fig. 5b). The distribution of UMI counts showed that there was no bias toward transcript length (Supplementary Fig. 6a) and GC percentage (Supplementary Fig. 6b).

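For genes with UMIs, the UMIs summed over a library were compared with the transcript length and the GC content of the gene in the R64 annotation, which covered between 96.9% and 98.5% of these genes. Across genes, Spearman's rank correlation of UMIs with length was -0.31 for DMSO (n = 3413 genes), -0.37 for Guanine (2833), -0.25 for MPA (2384) and -0.27 for MPA + Guanine (3785). In the DMSO library the median was 46 UMIs for the shortest 25% of transcripts, of at most 669 nt, and 19 UMIs for the longest 25%, of at least 1785 nt. With GC content the correlation was 0.27, 0.30, 0.27 and 0.26 in the same order of conditions. Restricting the genes to those with at least 10 UMIs moved the correlation most in the Guanine library for length, to -0.34, and in the MPA library for GC content, to 0.22. Genes are not independent replicates, and these correlations describe the libraries. The UMIs of a gene also depend on its expression level, so the correlations do not separate a bias of capture from expression.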

We next quantified the number of distinct mRNA transcripts, and identified the genes they corresponded to. First, analyzing our single-cell mRNA sequencing data for effective reads from valid barcodes (Supplementary Fig. 3) (Methods), we saw that the average number of effective reads from valid barcodes varied between 49.3% and 65.7% across the four growth conditions used. We then obtained the distribution of the number of distinct mRNA transcripts per cell for each treatment condition (Supplementary Fig. 3), and calculated the average number of distinct mRNA molecules (Supplementary Data 1). With the total number of cells identified in each condition ranging from 85 to 268, the mean transcript counts per cell ranged from 840.19 to 1335.62 across the four treatment conditions. 

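The deposited matrix gave 1336 ± 574 UMIs per DMSO-treated cell (mean ± SD over cells), 840.2 ± 414 per Guanine-treated cell, 1209 ± 473 per MPA-treated cell and 1044 ± 446 per cell treated with MPA and guanine. The medians were 1250, 749.5, 1165 and 957, and single cells held between 124 and 2661 UMIs. Leaving out cells under 400 UMIs moved the Guanine mean most among the means, to 920.0 UMIs, and removed 33 of its cells, 13 of MPA + Guanine, 4 of DMSO and 0 of MPA.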

Coefficients of variation (CV) were calculated across the cells in each treatment condition (Supplementary Data 2). 

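With a gene counted as captured in a cell when at least 1 UMI of it was present, the cells of the deposited matrix held 619 ± 207 genes for DMSO (mean ± SD over cells), 443 ± 163 for Guanine, 554 ± 148 for MPA and 578 ± 214 for MPA + Guanine. The number of genes in a cell rises with its UMIs, so every cell was also thinned to 400 UMIs. The means then were 274 genes for DMSO, 273 for Guanine, 267 for MPA and 289.9 for MPA + Guanine, with SDs between cells from 18.8 to 38.5 genes. Thinning to 200 UMIs moved the means most, to between 155 and 161 genes.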

We saw that the average number of distinct genes across cells of a sample, with the number of distinct genes quantifying the number of genes captured per cell in each sample, were 443 (G), 554 (M), 578 (MG), and 619 (D) (Supplementary Data 1). Since *S. cerevisiae* has 6275 genes, and since the set of distinct genes captured in each cell is different, the fraction of overall distinct genes captured by yeastDrop-Seq across all cells were 38.6% (M), 46.5% (G), 55.7% (D), and 62.2% (MG).

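With at least 1 UMI in the library, 2421 genes were captured for MPA (38.6% of 6275), 2920 for Guanine (46.5%), 3500 for DMSO (55.8%) and 3905 for MPA + Guanine (62.2%). With such a filter on genes, the share depends on the number of cells. When 85 cells were drawn 20 times from each other library and genes without a drawn cell of 2 or more UMIs were set to 0, the mean share fell to 39.7% for DMSO (range of the draws 37.4% to 41.4%), 29.3% for Guanine and 42.2% for MPA + Guanine. This setting, chosen after seeing the data, moved the shares more than any other. With the same cells drawn and the genes left as deposited, the shares were 55.1%, 45.5% and 60.9%.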

We also sorted our gene expression matrices for each gene represented across cells in each growth condition. Supplementary Data 2 shows the average single-cell mRNA transcript numbers averaged across all cells of each treatment condition, as well as the standard deviation (SD). To quantify transcriptional noise in the expression of each gene, we used CV as a metric and saw similar dependencies between CV and mean across the four treatment conditions. A second-degree polynomial function fitted the distribution of single-cell CV vs. mean transcript numbers pooled from all genes represented for each condition (Supplementary Fig. 7). As expected, genes with low transcript numbers were associated with high CV values.

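The CV of each gene was computed over the cells of 1 library, as the SD over the mean of its UMIs per cell. A second-degree polynomial of log10 CV on log10 mean gave an R² of 0.939 for DMSO (3500 genes), 0.967 for Guanine (2920), 0.942 for MPA (2421) and 0.936 for MPA + Guanine (3905). Across genes, the rank correlation of CV with the mean lay between -0.98 for Guanine and -0.97 for MPA. At a mean of 0.1 UMIs per cell the fitted CV was 3.42 for DMSO, 3.38 for Guanine, 3.58 for MPA and 3.46 for MPA + Guanine, where counting noise alone gives 3.16. With counts per 10000 of each cell in place of UMIs, the R² was lowest for MPA + Guanine, at 0.894.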

### Isogenic yeast populations display distinct transcriptomic substructures

To perform downstream analysis, we merged the data from the 4 samples, corresponding to the 4 growth conditions, using the ‘merge’ function in Seurat v3^11^, followed by normalization of the count matrices of the 4 samples. We performed Principal Component Analysis (PCA) on the merged gene expression data corresponding to the four treatment conditions (Fig. 2a). 

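A PCA of the deposited counts was computed after the Methods, on the 500 most variable genes scaled to 10000 counts per cell, and its components 1 and 2 held 3.82% and 2.13% of the variance. Across cells, component 1 had a rank correlation of 0.97 with the deposited component 1 and of 0.53 with the UMIs per cell, and component 2 of 0.90 with the deposited component 2. On components 1 and 2 the mean silhouette width by condition, which is above 0 where cells lie closer to their own condition than to the nearest other, was -0.155 for DMSO, 0.342 for Guanine, 0.229 for MPA and -0.0874 for MPA + Guanine. Thinning every cell to 400 UMIs moved it to -0.0976 for MPA, and with 10 components the DMSO value rose to 0.0137.
On 10 components, 73.1% of the 15 nearest neighbours of a DMSO-treated cell were from its own library on average, against 27.5% of all other cells. The share was 85.4% for Guanine (against 30.5%), 68.9% for MPA (against 9.96%) and 71.7% for MPA + Guanine (against 31.7%). Thinning the cells moved the MPA share most among the alternatives, to 34.3%, after leaving out 33 Guanine cells, 13 MPA + Guanine cells and 4 DMSO cells. Such a filter on genes separates cells by itself: after the DMSO library was split at random into 2 parts that were filtered by themselves, 73.5% of neighbours came from the own part, against 49.7% without it. With the 1669 genes that had UMIs in all 4 libraries, the shares were 57.5%, 76.8%, 47.5% and 62.3% in the order DMSO, Guanine, MPA and MPA + Guanine.

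**Figure D1:**
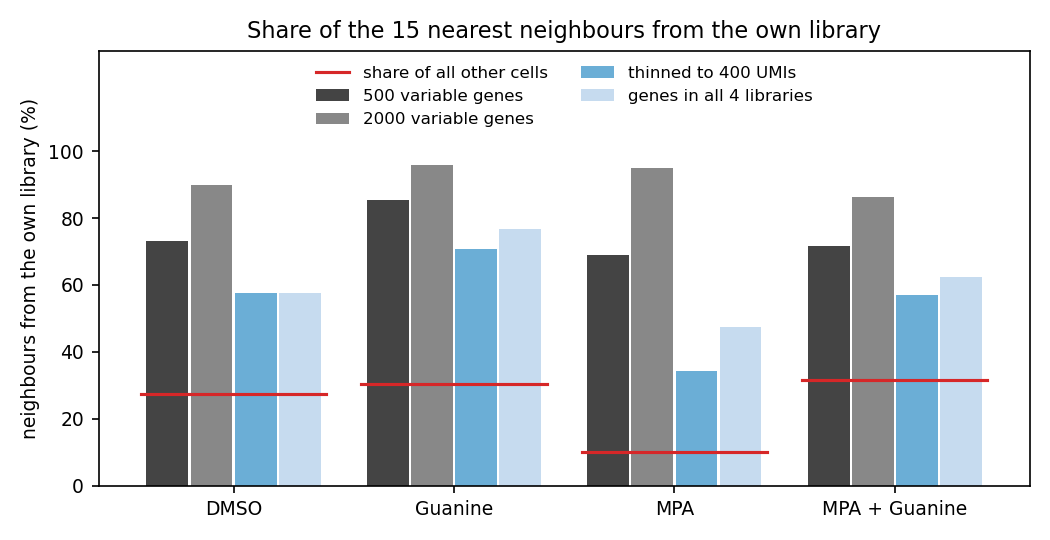
Share of the 15 nearest neighbours of a cell that come from its own library (%, mean over the cells of each library) with 500 and with 2000 variable genes, with cells thinned to 400 UMIs and with genes that have UMIs in all 4 libraries. The bars lie above the red line, each library's share of all other cells, and the MPA bar falls from 68.9% to 34.3% when cells are thinned.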

Each condition led to distinct clustering with clear separations among the different groups, which indicates that each treatment condition has a distinct transcriptomic footprint (Fig. 2b, Supplementary Data 3). The nonlinear dimension reduction performed through Uniform Manifold Approximation and Projection (UMAP) also showed consistent results (Fig. 2c). 

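On the deposited UMAP coordinates the mean silhouette width was 0.261 for DMSO, 0.524 for Guanine, 0.800 for MPA and 0.270 for MPA + Guanine. The share of nearest neighbours from the own library in the UMAP plane was 86.4% for DMSO, 87.8% for Guanine, 95.8% for MPA and 84.4% for MPA + Guanine. These coordinates were made by the authors. From the clear separations among the groups of cells, the paper proposes that the footprint of each treatment on the transcriptome is distinct.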

Despite the use of isogenic yeast cells across our experiments, we identified subclusters in the UMAP plot corresponding to transcriptomic heterogeneity within the DMSO, Guanine and MPA + Guanine-treated yeast populations; differently from these observations, the MPA treatment led to a relatively homogeneous population (Fig. 2c).

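The spread between the cells of a library was measured on cells thinned to 400 UMIs, with 85 cells drawn 20 times, as the ratio of the first eigenvalue of the covariance of their log-normalized values to that of cells simulated from the library's summed profile. A ratio of 1 means that the cells differ by counting noise alone. The mean ratio was 1.36 for MPA (range of the draws 1.32 to 1.38), 1.46 for DMSO (1.23 to 1.65), 1.53 for Guanine (1.45 to 1.63) and 1.89 for MPA + Guanine (1.67 to 2.11). The draws of MPA hold the same 85 cells, thinned once, each time. Their range thus shows the noise of the simulated cells alone and not that of thinning or drawing cells. At this depth and with all genes, the ratio of MPA was below all draws of Guanine and of MPA + Guanine and within the draws of DMSO. Leaving out ribosomal protein genes moved it most for MPA + Guanine, to 1.41 (1.22 to 1.51), a range that includes the 1.28 of MPA. At 200 UMIs the draws of Guanine (1.13 to 1.27) overlapped those of MPA (1.09 to 1.16), and those of MPA + Guanine (1.37 to 1.81) lay above. At 600 UMIs the draws of Guanine (1.60 to 1.94) and MPA + Guanine (1.88 to 2.27) lay above those of MPA (1.42 to 1.50, from 76 cells). Without ribosomal protein genes those of Guanine (1.62 to 1.92) lay above those of MPA (1.24 to 1.32).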

**Fig. 2:**
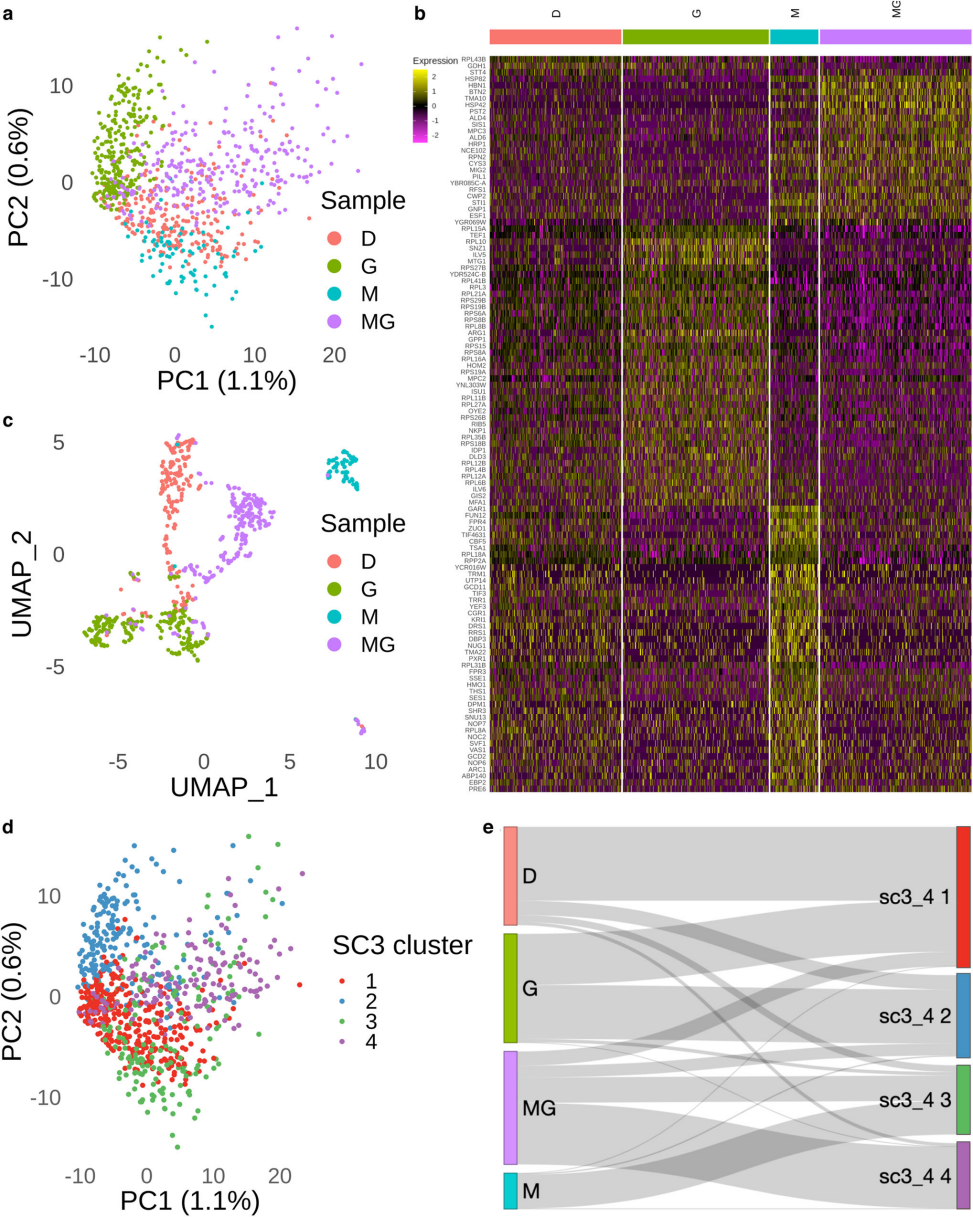
Identification of DE genes in the 4 samples. **a** PCA plot illustrating the distribution of the 4 samples (D *n* = 233, G *n* = 258, M *n* = 85, MG *n* = 268 cells). **b** Heatmap illustrating the DE genes corresponding to the 4 samples (Supplementary Data 3). The color represents the normalized expression level in natural-log scale of the corresponding genes of a cell (yellow is high). **c** UMAP plot of the 4 samples (D *n* = 233, G *n* = 258, M *n* = 85, MG *n* = 268 cells) based on the PC spaces in panel **a**. **d** Semi-supervised clustering identifies 4 clusters across the 4 samples. **e** Sankey plot illustrating the 4 samples mapping to the 4 SC3 clusters (cluster 1 *n* = 331, cluster 2 *n* = 193, cluster 3 *n* = 164, cluster 4 *n* = 156 cells). DE genes means differentially expressed genes.

Although the PCA plot (Fig. 2a) clearly showed the presence of 4 clusters corresponding to the 4 treatment conditions, we wanted to obtain the best quantitative clustering outcome corresponding to our merged data. For this, we ran the single-cell consensus clustering (SC3) method which provides robust and accurate cell clustering as well as downstream analysis for single-cell RNA sequencing data^12^. We found that SC3 with k = 4 provided the best outcome for our combined data (Fig. 2d).

Using a Sankey diagram, we traced how results from each treatment condition were mapped to the four SC3 clusters (Fig. 2e). As expected due to the low population heterogeneity observed, almost all MPA-treated cells were mapped to a single SC3 cluster (SC3_4 3). On the other hand, most cells treated with DMSO or Guanine were mapped to three or four SC3 clusters.

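In the deposited SC3 labels for k = 4, 80 of 85 MPA-treated cells were in cluster 3, which is 94.1% (exact binomial 95% interval 86.8% to 98.1%). Of the 164 cells of cluster 3, 48.8% were MPA-treated and 36.6% were treated with MPA and guanine, whose 60 cells there were 22.4% of their library. Leaving out cells under 400 UMIs or the 5% of cells with the most UMIs left every such share of the 4 libraries within its counting interval.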

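Of the 233 DMSO-treated cells, 175 were in cluster 1, 34 in cluster 2, 16 in cluster 3 and 8 in cluster 4. The 258 Guanine-treated cells fell into the same clusters with 121, 128, 8 and 1 cells. The 2 largest clusters of each library held 89.7% of the DMSO-treated and 96.5% of the Guanine-treated cells, and 76.9% of the cells treated with MPA and guanine.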

To quantitatively evaluate the subpopulations associated with each treatment condition, we performed SC3 clustering analysis on each treatment-specific gene expression matrix separately. 

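The deposited labels divide the DMSO library into subclusters of 177 and 56 cells. The larger had a median of 1304 UMIs and 627 genes per cell, and the smaller 1026 UMIs and 560.5 genes. In cells thinned to 400 UMIs the order of the genes was the reverse, with medians of 275 in the larger and 293 in the smaller. In 7 cells of the smaller subcluster (12.5%) a single gene held over 10% of the UMIs, and in the cell where it was highest this gene held 77.6%. No cell of the larger subcluster exceeded 4.58%. Subclusters were found from the same counts, so the genes that define them are not given as results.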

For the DMSO treatment, we found that k = 2 gave a reasonable resolution to distinguish two subclusters containing 177 and 56 cells (Fig. 3a). An area-under-the-receiver-operating-characteristic (AUROC) curve analysis identified the list of marker genes corresponding to each subcluster from the DMSO population (Supplementary Data 4). For the Guanine-treated cells, we again found two distinct subclusters represented by 135 and 123 cells (Fig. 3b). 

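The Guanine subclusters of 135 and 123 cells had medians of 673 and 934 UMIs per cell. Amino-acid biosynthesis genes were compared between them with the 31 genes of the list that the paper gives as markers of a subcluster left out. The remaining 21 genes had 7385 CPM in the smaller subcluster (95% interval 6908 to 7887) and 4388 in the larger (3980.1 to 4827). The same genes held 6033 in the smaller and 3768 in the larger DMSO subcluster, 2812 in the MPA library, and 5031, 5312 and 2688 in the 3 subclusters of MPA + Guanine from the largest to the smallest. With the marker genes included, the smaller Guanine subcluster moved most, to 47417 CPM. The subclusters were found from these same counts. A difference between them in genes of this list is thus not independent of the clustering, even without the markers.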

An AUROC curve analysis identified the list of marker genes corresponding to these subclusters (Supplementary Data 4). As expected for the MPA-treated cells, the SC3 analysis yielded a similar result: the apparent lack of heterogeneity prevented SC3 from resolving the population into more than one subcluster (Fig. 3c). 

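All 85 MPA-treated cells carry a single subcluster label in the deposited data. Their median was 554 genes per cell, and 4 of them (4.71%, exact binomial 95% interval 1.30% to 11.6%) had over 10% of their UMIs on a single gene. With all cells in place of 85 drawn cells, the eigenvalue ratio of the MPA library was 1.35, and that of the larger libraries was 2.26 for DMSO, 2.21 for Guanine and 3.38 for MPA + Guanine.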

Finally, for the cells treated with MPA and Guanine, there were 3 distinct subclusters (with 166, 77, 25 cells) and the result from consensus clustering showed that k = 3 was ideal (Fig. 3d), even though there were relatively small numbers of cells in the third subcluster. 

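The 3 subclusters of cells treated with MPA and guanine had medians of 1098, 807 and 666 UMIs per cell from the largest to the smallest, and of 634, 475 and 174 genes. Thinned to 400 UMIs, the cells with as many had medians of 302, 284 and 278 genes, the last from 17 cells. In 15 of the 25 cells of the smallest subcluster a single gene held over 10% of the UMIs, which is 60% (exact binomial 95% interval 38.7% to 78.9%), and in its median cell the most abundant gene held 24.8%. In the other subclusters of this library 1 of 166 and 0 of 77 cells were of this kind. Over all libraries the 28 cells of this kind were dominated by *YGR069W* in 15 cells, *YNL143C* in 10, *MTC7* in 2 and *YHR095W* in 1, which were named after their values were seen.

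**Figure D2:**
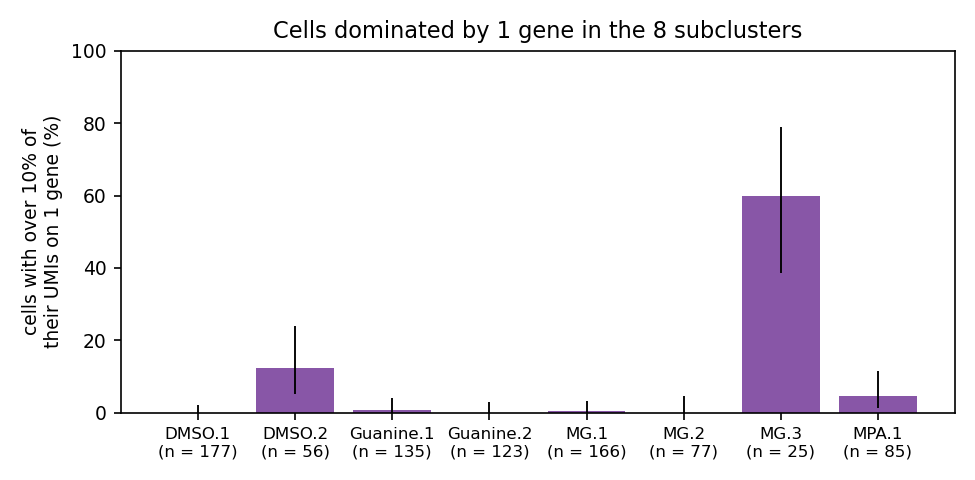
Share of the cells of each of the 8 subclusters with over 10% of their UMIs on 1 gene (%, bars) with exact binomial 95% intervals (lines). The smallest subcluster of MPA + Guanine, MG.3, has 60%, and the other subclusters have at most 12.5%.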

The small cluster was supported by the marker genes analysis which revealed a strong signal for the third subcluster (Supplementary Data 4).

**Fig. 3:**
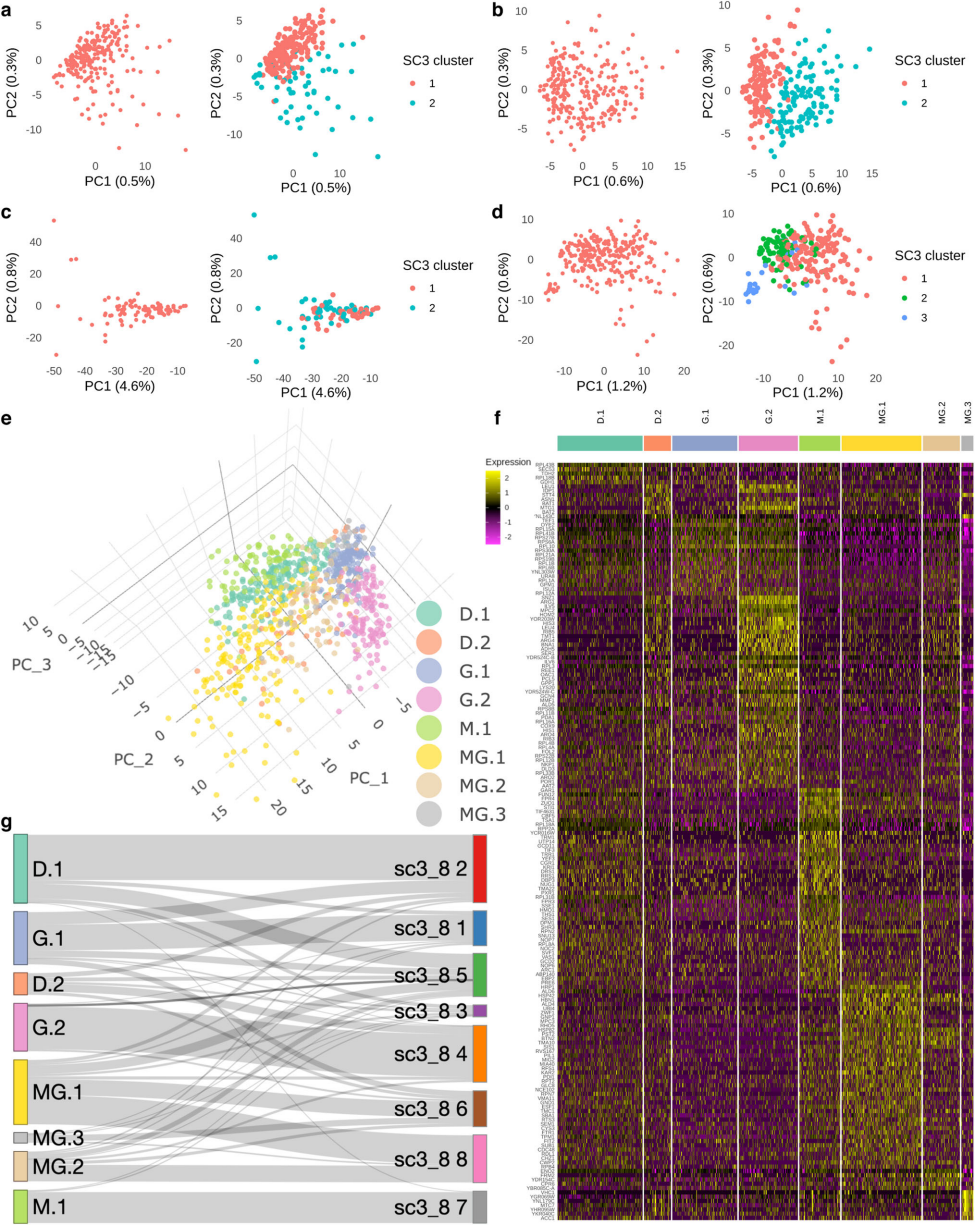
SC3 consensus clustering reveals the heterogeneity within yeast cells in the 4 samples. **a** PCA plot showing the 2 SC3 clusters in DMSO (*n* = 233 cells). **b** PCA plot showing the 2 SC3 clusters in Guanine (*n* = 258 cells). **c** PCA plot showing the 2 SC3 clusters in MPA (*n* = 85 cells). **d** PCA plot showing the 3 SC3 clusters in MPA + Guanine (MG *n* = 268 cells). **e** A 3-dimension PCA plot illustrating the distribution of the 8 subclusters (D.1 *n* = 177, D.2 *n* = 56, G.1 *n* = 135, G.2 *n* = 123, M.1 *n* = 85, MG.1 *n* = 166, MG.2 *n* = 77, MG.3 *n* = 25 cells) in the 4 samples. **f** Heatmap illustrating the DE genes corresponding to the 8 subclusters identified by SC3 (Supplementary Data 5). The color represents the normalized expression level in natural-log scale of the corresponding genes of a cell (yellow is high). **g** Sankey plot illustrating the subclusters identified in separated analysis mapping to the 8 SC3 clusters identified in group analysis. DE genes means differentially expressed genes.

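When the 8 subclusters were traced to the deposited clusters for k = 4, 91.0% of D.1 and 88.1% of G.1 were in cluster 1, and 58.9% of D.2 and 98.4% of G.2 in cluster 2. Cluster 4 held 52.4% of MG.1, 51.9% of MG.2 and 76% of MG.3. Each subcluster held cells of 1 condition only, since the authors clustered each library by itself.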

Relabeling the cells with respect to the SC3 clustering results obtained from the analysis on each of the four treatment conditions, one can see the eight distinct subclusters under different plotting schemes (Fig. 3e, f, Supplementary Data 5). Finally, comparing these eight subclusters identified separately with the results obtained from a new SC3 clustering analysis (with k = 8) performed on the full data merged from all four treatment conditions, we found that a large fraction of cells could be consistently mapped between single subcluster counterparts (Fig. 3g).

### Identification of differentially expressed genes across treatment conditions and clusters

We performed the Wilcoxon test to identify the differentially expressed genes. Using the thresholds of 50% of minimum percentage of cells in each condition/cluster and ±0.5 average log-fold change (with adjusted *p*-value < 0.05), we obtained a list of genes up- or downregulated for each treatment condition and cluster (Supplementary Data 6). 

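The average log-fold changes of Supplementary Data 6 were computed again from the deposited counts and equal the paper's values in natural logarithms. The copy of Supplementary Data 6 held here lists 45 genes as higher and 11 as lower for MPA, 42 and 29 for Guanine, 21 and 50 for MPA + Guanine, and 2 and 5 for DMSO. The genes lower for MPA + Guanine start at -0.639 and leave out *RPL10*, whose log2 ratio was -1.69 (-2.05 to -1.35), so that list is not taken as complete. All of the listed genes had a log2 ratio of summed UMIs in the listed direction (56 of 56 for MPA, 71 of 71 for Guanine, 71 of 71 for MPA + Guanine and 7 of 7 for DMSO), which uses the same cells. The smallest change listed for MPA was 0.501 in natural logarithms, or 0.72 on the log2 scale.
By a rule fixed beforehand, the 3 highest and 3 lowest log2 ratios of each condition are named among the 1582 genes with at least 100 UMIs over the 4 libraries. The highest log2 ratios of MPA over the other conditions were those of *FPS1* (YLL043W) at 2.35 (95% interval 1.89 to 2.80), *LSG1* (YGL099W) at 2.25 (1.69 to 2.80) and *NOP4* (YPL043W) at 2.05 (1.45 to 2.63). *LSG1* and *NOP4* are listed at 0 for Guanine. *FPS1* rested on few cells, with 68 UMIs in 14 of 85 cells, and its ratio was 1.03 without the 5% of cells with the most UMIs. The lowest were those of *MTG1* (YMR097C) at -3.19 (-4.33 to -2.26), *ARG1* (YOL058W) at -3.07 (-4.03 to -2.25) and *PDR5* (YOR153W) at -2.53 (-4.82 to -0.95), the last from 3 UMIs in the MPA library. Over DMSO alone these were -2.17, -1.89 and -1.28, and *LSG1* and *NOP4* had 1.45 and 1.30. The ratios of *MTG1* and *ARG1* thus rest in part on Guanine, where they had 1795 and 2219 CPM. Of the genes with at least 100 UMIs, 156 were listed at 0 for MPA, 52 for Guanine, 4 for MPA + Guanine and 1 for DMSO, and these have no ratio.
For Guanine the highest ratios were those of *SNO1* (YMR095C) at 3.03 (2.43 to 3.65), *CTF13* (YMR094W) at 2.64 (2.07 to 3.23) and *SNZ1* (YMR096W) at 2.39 (2.20 to 2.58), which lie side by side on chromosome XIII. The lowest were the heat shock genes *SSA4* (YER103W) at -4.00 (-5.63 to -2.76) and *HSP42* (YDR171W) at -2.89 (-3.55 to -2.30) and, between them, *BTN2* (YGR142W) at -3.22 (-3.68 to -2.79). For MPA + Guanine the highest were *SSA4* at 3.25 (2.80 to 3.72), *HSP12* (YFL014W) at 3.17 (2.68 to 3.69) and *RGI2* (YIL057C) at 3.17 (2.49 to 3.92), and the lowest *PHD1* (YKL043W) at -1.86 (-2.24 to -1.50), YLR264C-A at -1.72 (-2.43 to -1.07) and *RPL10* (YLR075W) at -1.69 (-2.05 to -1.35). *RGI2*, like *SNO1* and *CTF13* among the highest for Guanine, is listed at 0 for MPA, where it need not have been absent. The level of *PHD1* for MPA + Guanine (247 CPM) was above that for Guanine (212) and MPA (175). That of *RPL10* (282) was above that for MPA (253). The ratios of *PHD1* and *RPL10* thus rest on the other libraries in the pool. For DMSO the highest were *PHD1* at 2.86 (2.58 to 3.15), from 501 UMIs in only 43 of 233 cells, *HAS1* (YMR290C) at 1.19 (0.64 to 1.75) and *RKI1* (YOR095C) at 1.03 (0.45 to 1.61). *HAS1* is listed at 0 for MPA + Guanine and had 253 CPM for MPA against 202 for DMSO, and *RKI1* is listed at 0 for Guanine and had 175 for MPA against 174 for DMSO, so their ratios rest on the genes listed at 0. The lowest for DMSO were *HSP12* at -3.13 (-4.11 to -2.30), *FRM2* (YCL026C-A) at -2.98 (-3.63 to -2.40) and *AAD4* (YDL243C) at -2.87 (-3.85 to -2.03), and the UMIs of *AAD4* are uncertain because *AAD14* is a near-identical copy.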

Visual inspection of the heatmaps suggested that these genes could well represent each condition or distinct cluster (Fig. 3f). We also identified the gene candidates representing each subcluster in each treatment condition (Fig. 4, Supplementary Data 7). Finally, we obtained the set of differentially expressed genes for the clusters identified by SC3 with k = 4 (Fig. 5, Supplementary Data 8).

**Fig. 4:**
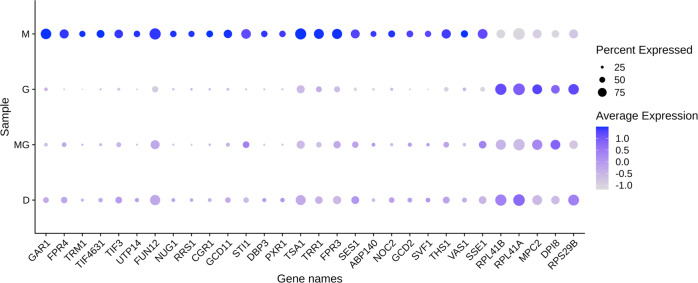
DE genes in the 4 samples. Dotplot showing the key DE genes (Methods) identified in the 4 samples (D *n* = 233, G *n* = 258, M *n* = 85, MG *n* = 268 cells). The size of the dot represents the percentage of cells within a sample expressing the corresponding genes, while the color represents the average expression level in natural-log scale of the corresponding genes across all cells within a sample (blue is high). DE genes means differentially expressed genes.

**Fig. 5:**
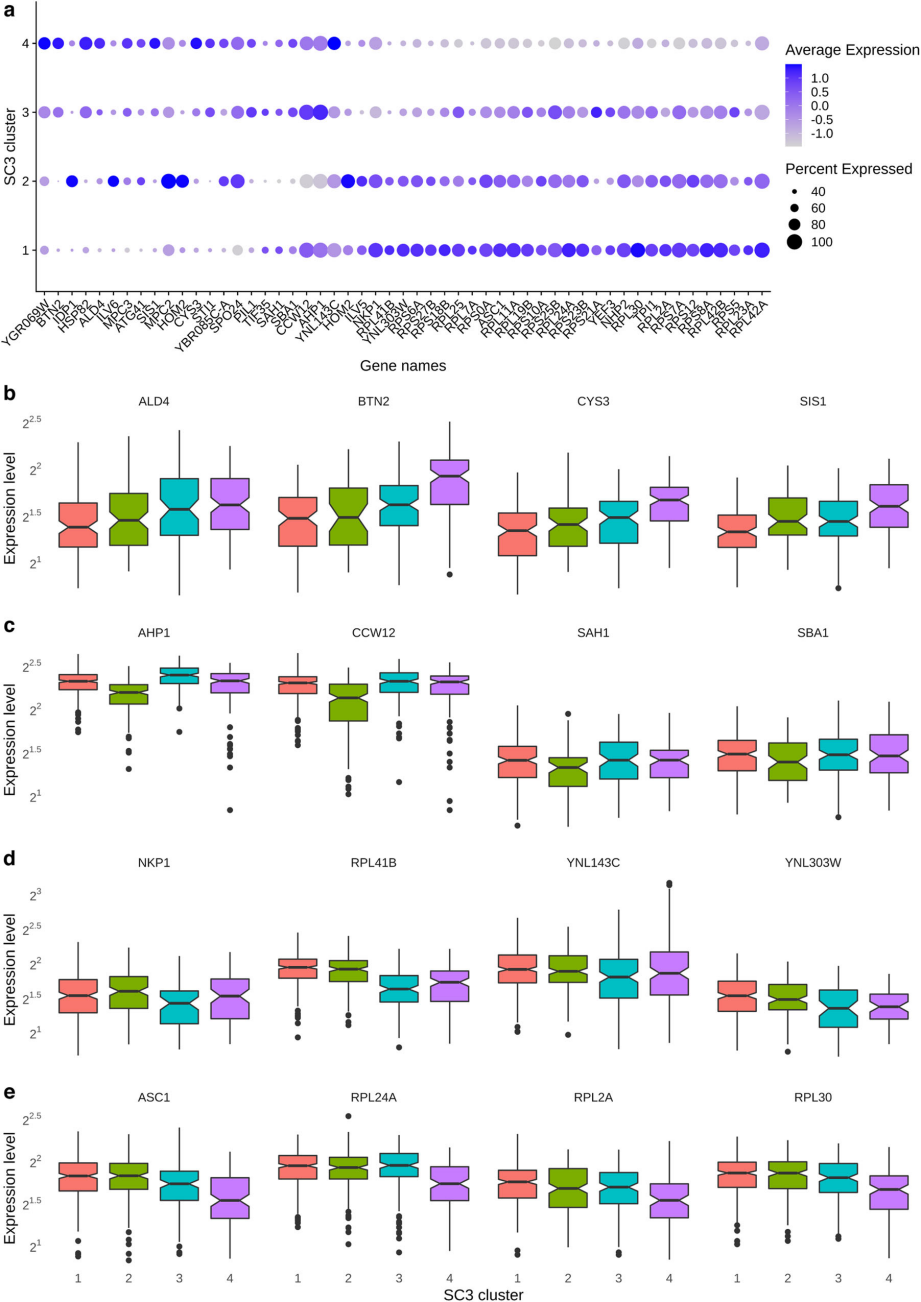
DE genes in the SC3 clusters with k = 4. **a** Dotplot showing the key DE genes (Methods) identified in the 4 SC3 clusters. The size of the dot represents the percentage of cells within a SC3 cluster expressing the corresponding genes, while the color represents the average expression level in natural-log scale of the corresponding genes across all cells within a sample (blue is high). **b** Boxplot showing the top 4 DE genes in SC3 cluster 1. **c** Boxplot showing the top 4 DE genes in SC3 cluster 2. **d** Boxplot showing the top 4 DE genes in SC3 cluster 3. **e** Boxplot showing the top 4 DE genes in SC3 cluster 4. Boxplots show the median (center line), interquartile range (hinges) and 1.5 times the interquartile range (whiskers); outlier data beyond this range are plotted as individual points. Expression levels are plotted in log 2 scale of normalized UMI (Methods). DE genes means differentially expressed genes. (cluster 1 *n* = 331, cluster 2 *n* = 193, cluster 3 *n* = 164, cluster 4 *n* = 156 cells).

Performing a GO term analysis using the R package clusterProfiler^13^ we also found the pathways that are up- and downregulated in each treatment condition or treatment clusters. In Supplementary Data 9, we show the up- or downregulated pathways for each treatment condition. Delving deeper into the individual clusters for each treatment condition below we again identify up- or downregulated pathways or biological processes using the GO term analysis (Supplementary Data 10).

### Analysis of selected differentially expressed genes and biological processes in MPA-treated cells

We saw an upregulation of mRNAs for proteins involved in rRNA pre-processing in cells treated with MPA (*GAR1, UTP14, CGR1, DBP3*, and *PXR1*) (Fig. 4). However, it is known that MPA decreases ribosome biogenesis as well as rRNA levels, by decreasing RNA pol I and RNA pol III activity^14,15^. It has been suggested that this rRNA decrease leads to the accumulation of ribosomal proteins (r-proteins) in the cell^15^. 

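*GAR1* (YHR089C, chromosome VIII from 282681 to 283298 of R64, reverse strand) had 1955 (95% interval 1694 to 2245) CPM in the MPA library, from 201 UMIs, against 746 for DMSO, 498 for Guanine and 475 for MPA + Guanine. Its log2 ratio was 1.74 (1.49 to 1.98) over the other conditions and 1.39 (1.11 to 1.67) over DMSO alone. At least 1 UMI of *GAR1* was present in 89.4% (80.8% to 95.0%) of MPA-treated cells, 49.4% of DMSO-treated cells, 31.4% of Guanine-treated cells and 31.3% of cells treated with MPA and guanine. In cells thinned to 400 UMIs the shares were 57.6% (46.4% to 68.3%), 24.5% (19.0% to 30.5%), 15.6% (11.1% to 21.0%) and 14.1% (10.1% to 19.0%) in this order, after leaving out 4 DMSO, 33 Guanine and 13 MPA + Guanine cells. No gene gives the background from free RNA, because all 4 libraries are of the same strain, so shares of cells with a gene have no background beside them.
The log2 ratios of MPA over the other conditions for the other genes of this group were 1.29 (0.90 to 1.68) for *UTP14* (YML093W), 1.51 (1.15 to 1.87) for *CGR1* (YGL029W), 1.27 (0.87 to 1.65) for *DBP3* (YGL078C) and 1.24 (0.88 to 1.60) for *PXR1* (YGR280C). Over DMSO alone they were 0.82 (0.39 to 1.24), 1.39 (0.96 to 1.81), 0.81 (0.37 to 1.24) and 0.78 (0.38 to 1.17). Among the alternatives for this group, thinning the cells moved the ratio of *GAR1* to 2.16 and the comparison with DMSO alone moved that of *UTP14* most. In a list of ribosome biogenesis genes fixed beforehand, 108 genes had a ratio, 8 of the list being named by the paper, and the median was 0.90 (0.80 to 0.97), which is 0.76 above the median of all genes. All of 10000 random lists matched on expression had a lower median. The comparison with DMSO alone moved it most, to 0.62, and among the other settings thinning to 400 UMIs did, to 1.08.

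**Figure D3:**
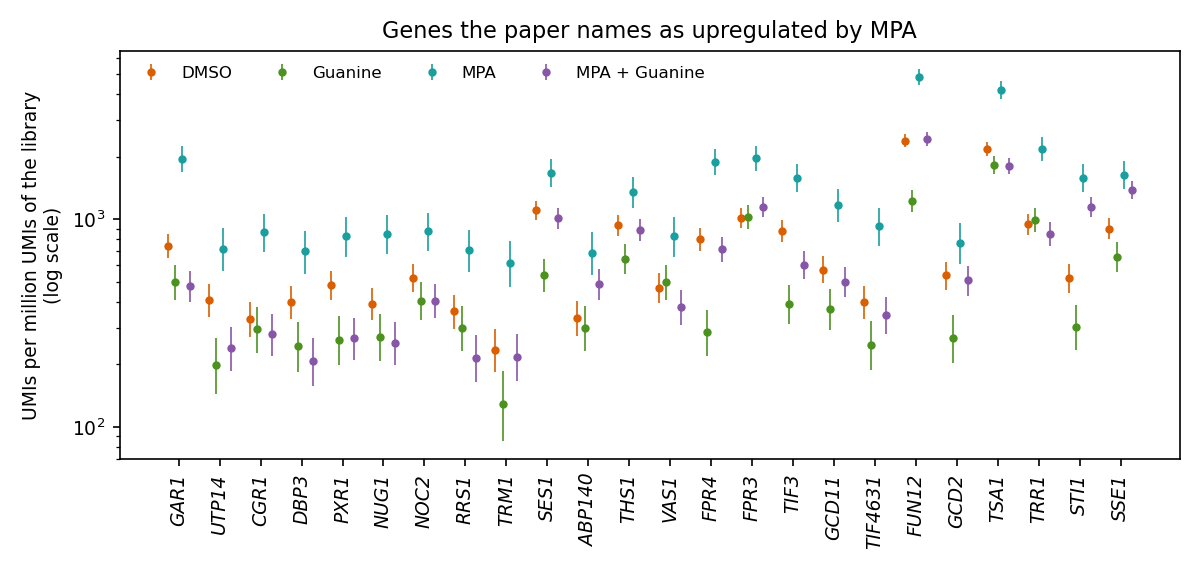
CPM (log scale) of genes the paper names as higher in MPA-treated cells, with exact Poisson 95% intervals, in the 4 libraries. Each gene is highest in the MPA library, as *GAR1* with 1955 against at most 746.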

We hypothesize that cells upregulate the processome machinery, transcribed by RNA pol II, in an attempt to produce more mature rRNA, as there is a lack of such rRNA upon treatment with MPA.

There is also an upregulation of tRNA synthetase and tRNA methyltransferase genes (*TRM1, SES1, ABP140, THS1, VAS1*) (Fig. 4). 

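The transferase genes *TRM1* (YDR120C) and *ABP140* (YOR239W) had 613 and 691 CPM in the MPA library, with log2 ratios of 1.61 (1.17 to 2.04) and 0.87 (0.48 to 1.25) over the other conditions. For the synthetase genes the ratios were 0.86 (0.61 to 1.10) for *SES1* (YDR023W), 0.68 (0.41 to 0.95) for *THS1* (YIL078W) and 0.90 (0.54 to 1.24) for *VAS1* (YGR094W), and over DMSO alone 0.60 (0.33 to 0.87), 0.53 (0.23 to 0.83) and 0.83 (0.42 to 1.22). Of a list of 21 tRNA synthetase genes, which holds these 3, 17 of 19 genes with a ratio lay above 0. Their median was 0.60 (0.49 to 0.77) over the other conditions, at percentile 99.8 of the random lists, or 0.46 relative to the median of all genes. Over DMSO the list had a median of 0.57 in the MPA library and -0.15 in the MPA + Guanine library.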

The decreased RNA PolI and PolIII activity due to MPA treatment has been shown to result in a decreased concentration of mature tRNAs^16^. We conjecture that MPA-treated cells attempt to replenish this population of tRNAs by upregulating genes, transcribed by RNA PolII, that are involved in their production. Histone and nucleosome assembly genes are also upregulated in cells treated with MPA (*FPR4, FPR3*) (Fig. 4). It is known that MPA acts as a transcription elongation repressor^17^, and we conjecture that MPA represses transcription by leading to a more packed chromatin structure. It is interesting to note that *FPR3* and *FPR4* are involved with rDNA, whose replication and recombination has been implicated in aging^18^. Additionally, translation initiation factor gene expression is upregulated, including *TIF3, GCD11, TIF4631, FUN12*, and *GCD2* (Fig. 4). 

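*FPR4* (YLR449W, chromosome XII from 1030834 to 1032012 of R64, forward strand) had 1887 (95% interval 1631 to 2172) CPM for MPA, against 800.1 for DMSO, 286 for Guanine and 718 for MPA + Guanine. The log2 ratio over the other conditions was 1.57 (1.33 to 1.82). *FPR3* (YML074C) had a ratio of 0.89 (0.66 to 1.11), from 1965 CPM for MPA and between 1012 and 1151 in the other libraries. Over DMSO alone the ratios were 1.24 (0.96 to 1.51) for *FPR4* and 0.96 (0.70 to 1.22) for *FPR3*. A list of the 8 histone genes had a median log2 ratio of 0.02 (-0.18 to 0.19), at percentile 51.4 of the random lists, with 4 genes above 0 and 4 below.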

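The largest number of UMIs in this group was on *FUN12* (YAL035W, chromosome I from 76427 to 79435 of R64, forward strand), which encodes initiation factor eIF5B. It had 4835 (95% interval 4419 to 5279.6) CPM in the MPA library, against 2388 for DMSO, 1227 for Guanine and 2441 for MPA + Guanine, with a log2 ratio of 1.21 (1.06 to 1.35). In cells thinned to 400 UMIs, a UMI of *FUN12* was present in 82.4% (72.6% to 89.8%) of MPA-treated cells and in 57.2%, 30.7% and 58.0% of the DMSO, Guanine and MPA + Guanine cells, where the unthinned shares were 95.3%, 87.1%, 53.5% and 76.9%. The ratios of the others were 1.28 (1.02 to 1.54) for *TIF3* (YPR163C), 1.24 (0.94 to 1.54) for *GCD11* (YER025W), 1.44 (1.09 to 1.78) for *TIF4631* (YGR162W) and 0.76 (0.39 to 1.11) for *GCD2* (YGR083C). Over DMSO alone *GCD2* had 0.52 (0.11 to 0.91), whose interval includes the median of all genes. A list of 25 initiation factor genes, 5 of them named here, had a median of 0.64 (0.26 to 0.74) at percentile 99.9, with 15 genes above 0 and 6 below.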

We hypothesize that, because MPA treatment was previously reported to lead to a decrease in guanosine nucleotides^19^, protein production is decreased (rRNA and mRNA expression decreases) and cells attempt to rescue this phenotype by increasing translation initiation. Moreover, it was found that some components of the SAGA complex, which is involved in histone acetylation, translation initiation, and elongation, are also affected in cells treated with MPA, suggesting that MPA has an overall effect on the translation process^20^. MPA-treated cells also display an upregulation of antioxidant genes such as *TSA1* and *TRR1*. 

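*TSA1* (YML028W, chromosome XIII from 220138 to 220728 of R64, forward strand), a thioredoxin peroxidase, had 4203 (95% interval 3816 to 4618) CPM for MPA, against 2185 for DMSO, 1836 for Guanine and 1808 for MPA + Guanine, and a log2 ratio of 1.10 (0.94 to 1.25). The thioredoxin reductase gene *TRR1* (YDR353W) had 2189 for MPA and between 851 and 996 in the other libraries, and its ratio was 1.24 (1.02 to 1.46). A list of 27 antioxidant genes that holds both had a median ratio of 0.40 (0.12 to 0.60) at percentile 97.6, with 13 genes above 0 and 6 below. Its median over DMSO was 0.70 for MPA, 0.40 for MPA + Guanine and 0.24 for Guanine.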

Cells treated with MPA appear to upregulate genes that provide protection from oxidative damage. This antioxidant effect of MPA has also been reported in mouse models previously^21^, and here we identify which yeast genes are involved in this process. 

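The Hsp90 cochaperone gene *STI1* (YOR027W, chromosome XV from 381053 to 382822 of R64, forward strand) had 1586 (95% interval 1352 to 1849) CPM in the MPA library and 1147 (95% interval 1025 to 1279.8) in the MPA + Guanine library, against 521 for DMSO and 304 for Guanine. *SSE1* (YPL106C) had 1634 for MPA, 1387 for MPA + Guanine, 903 for DMSO and 659.7 for Guanine. The log2 ratios of MPA over the other conditions were 1.22 (0.96 to 1.48) and 0.70 (0.45 to 0.94), and those of MPA + Guanine over Guanine 1.91 (1.53 to 2.32) and 1.07 (0.79 to 1.36). Over DMSO, a list of 34 chaperone genes that holds both had a median of 0.76 (0.54 to 0.85) for MPA, 0.91 (0.72 to 1.02) for MPA + Guanine and -0.65 (-0.76 to -0.43) for Guanine. The median of MPA over the other conditions was 0.32, at percentile 98.1.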

Here we also observe that cells treated with MPA upregulate the expression of chaperone proteins (*STI1, SSE1*) (Fig. 4) that are involved in regulation of organization of amyloid-like proteins or unfolded proteins in general. It is interesting to note that cells treated with MPA have increased protein burden^22^. It is likely that upregulation of *STI1* and *SSE1* is a direct cause of this increased protein burden.

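*NUG1* (YER006W, chromosome V from 162723 to 164285 of R64, forward strand), *NOC2* (YOR206W) and *RRS1* (YOR294W) had 846, 876 and 710.2 CPM in the MPA library. In the DMSO library they had 392, 524 and 359.9. Their log2 ratios over the other conditions were 1.44 (1.07 to 1.80), 0.96 (0.61 to 1.29) and 1.28 (0.88 to 1.66). For MPA + Guanine over Guanine the ratios were -0.10 (-0.62 to 0.42), -0.01 (-0.42 to 0.41) and -0.48 (-1.01 to 0.05), differences that were not detectable at this depth.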

In MPA-treated cells, we saw an upregulation of genes, including *NUG1, NOC2*, and *RRS1* (Fig. 4), involved in ribosome component transport. It is interesting to note that cells treated with MPA also exhibited altered expression of 40 S and 60 S ribosomal subunits. 

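*RPL41A* (YDL184C) and *RPL41B* (YDL133C-A) had 5701 and 1615 CPM in the MPA library, against 13226 and 4039 for DMSO, 14167 and 5148 for Guanine, and 7523 and 2584 for MPA + Guanine. Their log2 ratios of MPA over the other conditions were -1.01 (-1.14 to -0.89) and -1.25 (-1.48 to -1.02). *RPS29B* (YDL061C) had a ratio of -0.67 (-0.91 to -0.45), with 1644 CPM for MPA, against 2876 for DMSO, 3658 for Guanine and 1529.6 for MPA + Guanine, where a difference from MPA was not detectable at this depth. These values are uncertain, because *RPL41A* and *RPL41B* are near-identical copies of each other and *RPS29B* has such a copy in *RPS29A*, between which the counting could split or lose reads. Ribosomal protein genes together held 30.8% of the UMIs for MPA, 33.5% for DMSO, 36.6% for Guanine and 19.1% for MPA + Guanine. The median log2 ratio of 130 ribosomal protein genes was 0.02 (-0.02 to 0.07) for MPA over the other conditions, which changed to -0.10 with TMM scaling. Over DMSO it was -0.11 (-0.19 to -0.10) for MPA, with 92 genes below 0, and -0.88 (-0.89 to -0.83) for MPA + Guanine.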

Some subunit components are downregulated (*RPL41A, RPL41B*, and *RPS29B*) (Fig. 4), while others are upregulated (*RPL18A*). There is a delicate balance among the r-proteins forming the various subunits of the ribosome in the cell and it has been suggested that during ribosomal stress there can be an accumulation of free r-proteins not assembling in a ribosome^15^.

Additionally, cells treated with MPA downregulate mitochondrial components (*MPC2, DPI8*) (Fig. 4) and most likely mitochondrial function. It is known that mitochondrial membrane potential^23^ and mitochondrial composition^19^ are impacted by MPA treatment, so these downregulations upon MPA treatment, perhaps indicating a decrease in mitochondrial function, are not surprising.

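*MPC2* (YHR162W, chromosome VIII from 423072 to 423461 of R64, forward strand), a mitochondrial pyruvate carrier gene, had 1557 (95% interval 1325 to 1817) CPM for MPA, against 2175 for DMSO, 5042 for Guanine and 3281 for MPA + Guanine. *DPI8* (YJL133C-A) had 1002 (95% interval 818 to 1215) for MPA, against 1475 for DMSO, 2459 for Guanine and 2430.3 for MPA + Guanine. The 95% interval of the log2 ratio over the other conditions was -1.34 to -0.87 for *MPC2* and -1.35 to -0.76 for *DPI8*, and the comparison with DMSO alone moved the ratios most, to -0.48 (-0.74 to -0.23) and -0.56 (-0.88 to -0.25). In cells thinned to 400 UMIs, *MPC2* had a UMI in 51.8% (40.7% to 62.7%) of MPA-treated and 53.3% (46.6% to 59.9%) of DMSO-treated cells, and *DPI8* in 31.8% (22.1% to 42.8%) and 39.7% (33.4% to 46.4%), so that a difference in these shares was not detectable at this depth. Unthinned, the shares were 76.5% and 84.1% for *MPC2* and 64.7% and 72.1% for *DPI8*. In thinned Guanine cells they were 74.7% (68.5% to 80.2%) for *MPC2* and 55.1% (48.4% to 61.7%) for *DPI8*. In thinned MPA + Guanine cells they were 66.7% (60.5% to 72.4%) and 54.5% (48.2% to 60.7%). These intervals lay above those of MPA, except that of *MPC2* for MPA + Guanine, which overlapped. A list of 39 oxidative phosphorylation genes had a median log2 ratio of -0.36 (-0.58 to -0.19) over 22 genes, below the medians of over 99% of the random lists. Of the other genes of the list with enough UMIs, 9 were listed at 0 for MPA, and the median was -0.81 with these placed at the end of the order.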

Based on the GO terms analysis (Supplementary Data 9-10), there was an upregulation of ncRNA metabolic processes, involving tRNA aminoacylation for protein translation, as well as an upregulation of cellular component biogenesis involving proteasome components and ribosome assembly, such as amino acid activation, peptide biosynthetic process, translational initiation.

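A list of 32 proteasome genes had a median log2 ratio of 0.15 (0.05 to 0.28) for MPA over the other conditions, at percentile 75.4 of the random lists and 0.01 above the median of all genes. Over DMSO the proteasome median was 0.24 for MPA, 0.39 for MPA + Guanine and -0.30 for Guanine. The initiation factor genes had a median over DMSO of 0.45 for MPA, -0.21 for MPA + Guanine and 0.04 for Guanine.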

GO term analysis (Supplementary Data 9–10) also revealed several downregulated cellular processes including ribosomal RNA transport, ribosome assembly and ribosomal RNA metabolic process. In addition, mitochondrial function is also signified by a downregulation in pyruvate metabolic process. Additionally, phosphatidylinositol-mediated signaling was downregulated in MPA-treated cells. This result also made sense based on the previous finding that MPA alters cholesterol and phosphatidylcholine concentrations which greatly impacts lipid-mediated signaling in intestinal cells^19^. 

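For ribosome biogenesis genes the median log2 ratio over DMSO was 0.62 (0.51 to 0.70) for MPA, with 101 of 108 genes above 0. It was -0.46 (-0.50 to -0.35) for MPA + Guanine, with 90 of 110 genes below 0, and -0.58 (-0.67 to -0.48) for Guanine, with 88 of 100 below 0. These signs were the same under every alternative scaling.

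**Figure D4:**
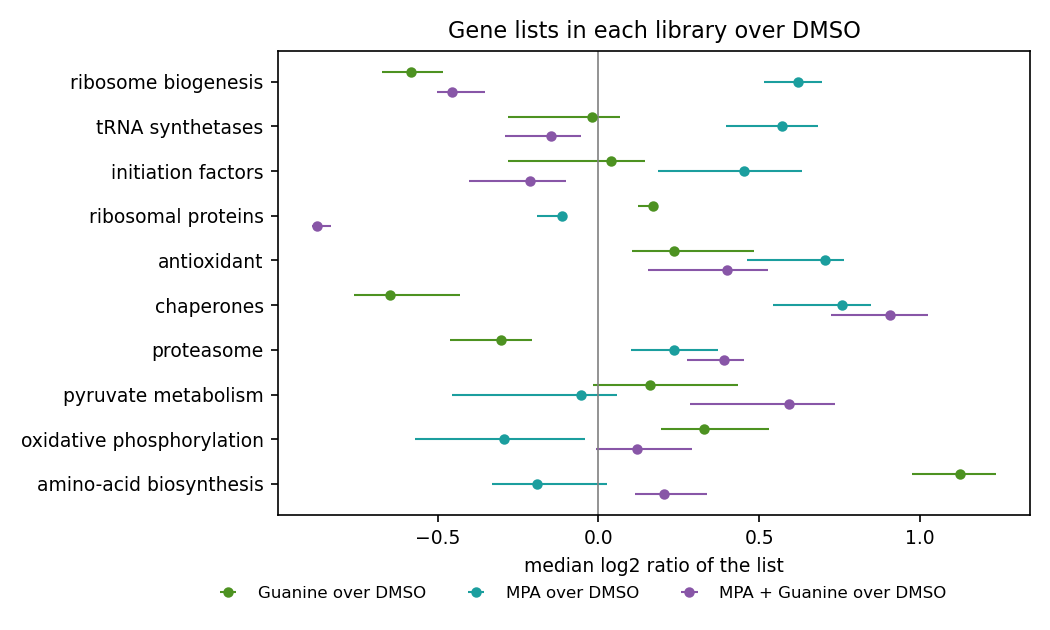
Median log2 ratio of 10 gene lists over DMSO in the Guanine, MPA and MPA + Guanine libraries, with 95% intervals for counting error (lines). The ribosome biogenesis list lies at 0.62 for MPA and below 0 for Guanine and MPA + Guanine.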

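A list of 17 pyruvate metabolism genes, which includes *MPC2* and shares 2 genes with the glycolysis list, had a median log2 ratio of -0.47 (-0.83 to -0.33) for MPA over the other conditions, at percentile 0.550, with 8 of 12 genes below 0. Over DMSO alone the median was -0.06 (-0.46 to 0.06) for MPA, 0.16 (-0.02 to 0.44) for Guanine and 0.59 (0.29 to 0.74) for MPA + Guanine. The median of glycolysis genes was 0.07 (-0.04 to 0.14) for MPA over the other conditions and -0.31 (-0.40 to -0.14) over DMSO. With 4 glycolysis genes that are listed at 0 for MPA placed at the end of the order, a setting chosen after seeing the data, these medians were -0.50 and -0.55.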

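*STT4* (YLR305C, chromosome XII from 738161 to 743863 of R64, reverse strand), annotated as a phosphatidylinositol 4-kinase gene, had 662 (95% interval 514 to 839) CPM for MPA, against 2230.1 for DMSO, 1204 for Guanine and 1948 for MPA + Guanine. Its log2 ratio over the other conditions was -1.49 (-1.86 to -1.14). *STT4* is 1 of the genes that Supplementary Data 6 lists as lower for MPA and was chosen after its values were seen. No list of genes for this process was fixed beforehand.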

Regulation of cell wall organization was also downregulated in MPA-treated cells. Finally, we observed a downregulation in the monocarboxylic acid metabolic process in cells treated with MPA. As MPA itself is a monocarboxylic acid and perturbs many cellular pathways, it is reasonable to expect that cells attempt to downregulate genes that promote its transport.

## Discussion

In this study, we introduce a yeast-optimized table-top scRNA-seq platform for measuring single-cell level mRNA counts in yeast. The yeastDrop-Seq platform is applied to cells treated with Mycophenolic acid (MPA) and/or guanine, and the resulting changes in global mRNA expression levels were quantified. We elucidate heterogeneous gene expression profiles in cells as well as how the expression profiles are clustered in isogenic populations (Fig. 3). We further uncover differentially up- or downregulated groups of genes and pathways as a result of the growth conditions we used (Figs. 3–5). Our table-top scRNA-seq technology is similar in its function to a recently-published^6^ scRNA-seq technology that uses the commercial 10x Genomics platform; both technologies are droplet-based, involve microfluidics and adapted for yeast cells.

One major parameter to optimize for an effective yeastDrop-Seq is doublet formation rate, owing to the smaller size of *S. cerevisiae* cells (~4–5 μm in diameter) compared to mammalian cells (~10–100 µm). Although doublet-detection tools tailormade for yeast cells are yet not available, we assume transcription doublet in yeast cells share similar nature as that in mammalian cells. In this study, we applied five doublet-detection tools which are based on different algorithms to identify doublets in our dataset to estimate the doublet rate (Supplementary Fig. 4). Out of all tools, DoubletFinder^24^, scds^25^ Scrublet^26^, and solo^27^ have detected an average of 3.5% doublet rate and 2% of conserved doublets, doublets identified by more than one method used. Surprisingly, DoubletDecon^28^ has estimated an exceptionally high doublet rate with only 0.01% of the detected doublets is in agreement with the conserved doublets. This result could be explained by the benchmark experiment against DoubletFinder, Scrublet and solo; DoubletDecon tends to have higher sensitivity and lower specificity^28,29^. Therefore, we considered this inconsistent result as an outlier.

In our computational analysis, we found that the expression data from the cells grown in the 4 conditions could be merged without batch correction, suggesting that our protocol is highly reproducible with consistency. The principal component analysis (Fig. 2a) showed that the 4 samples are separated into 4 distinct clusters suggesting that each treatment condition had a distinct transcriptomic footprint. This result is further supported by our clustering results (Fig. 2d) as we could observe a similar cluster distribution over the 4 samples. Although we saw 4 distinct clusters in our UMAP analysis, we also observed subclusters (Fig. 2c) among the cells treated with DMSO, Guanine and MPA + Guanine, suggesting transcriptomic heterogeneity in these samples. This was an interesting observation as we used isogenic yeast cells across our experiments. To identify the subclusters, we performed unsupervised clustering in each condition and successfully identified 8 subclusters and their corresponding DE genes over the 4 conditions (Fig. 3). Collectively, our result reveals the population heterogeneity in *S. cerevisiae* in multiple conditions.

While higher levels of gene expression heterogeneity and cellular switching between gene expression states can facilitate an adaptive strategy against changing environmental conditions, it can be detrimental to population fitness in stable external conditions as decreasing the fraction of population at the optimal gene expression level would hamper fitness. Surprisingly, our results indicate that cells treated with MPA form a single subcluster, which is indicative of a transcriptionally homogeneous population. Future studies are needed to show how MPA’s lifespan-extension effect on yeast cells might be directly contributed by homogeneous expression of key lifespan-regulatory genes and how yeast cells aging in static environmental conditions could benefit more from the MPA treatment compared to cells aging in changing environments.

Although our current work focuses on the application of MPA on young yeast cells not enriched for old age, one can make predictions about how MPA extends lifespan based on the differential gene expression profiles we report here. For example, it is known that mitochondrial DNA accrues mutations as cells age, resulting in the accumulation of damaged mitochondria in the cell^23^. This leads to oxidative stress due to the mitochondrial malfunction and release of reactive oxygen species^30^. Forming a negative feedback regulation, the accumulation of reactive oxygen species can result in further damage in both mitochondrial and genomic DNA^31–33^. In this study, when yeast cells are treated with MPA, we see that, despite a downregulation of genes involved in mitochondrial function, there is an increase in the expression of genes coding for antioxidant proteins and response to reactive oxygen and decrease in the expression of genes coding for reactive oxygen species metabolic process (Supplementary Data 10). The upregulation of these genes could result in fewer reactive oxygen species and could therefore counter the effects of reactive oxygen species on cellular aging.

## Methods

### Cell growth conditions

Yeast cells with BY4741 genetic background (MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0) were grown in 10 mL CSM minimal media containing 2% glucose. Four different treatment/growth conditions were used: minimal media containing (i) 10 µM DMSO (American Bio AB00435), (ii) 10 µM DMSO and 10 µM mycophenolic acid (Sigma M5255), (iii) 10 µM DMSO and 10 µM guanine (Sigma–Aldrich G11950) and 10 µM mycophenolic acid, (iv) 10 µM guanine. Cells were grown for 18 h to a final density (OD_600_) between 0.1 and 0.25. Cells were then diluted to 50 cells/μL for the final yeastDrop-Seq cell-collection using the microfluidic chip.

Doubling time of cells in each treatment condition was calculated as follows:

$${\mathrm{O{D}}}_{f}={\mathrm{O{D}}}_{i}\times \,{2}^{\frac{\Delta t}{{t}_{d}}}\to {\mathrm{lo{g}}}_{2}\frac{\mathrm{{O{D}}}_{f}}{\mathrm{{O{D}}}_{i}}=\frac{\Delta t}{{t}_{d}}\to {t}_{d}=\frac{\Delta t}{\mathrm{{lo{g}}}_{2}\frac{\mathrm{{O{D}}}_{f}}{\mathrm{{O{D}}}_{i}}}$$

where: $${\mathrm{O{D}}}_{f}={\mathrm{O{D}}}_{600}\,{\mathrm{final}}$$

OD_*i*_ = OD_600_ initial

$$\Delta t$$ = elapsed culture time (18 h)

$${t}_{d}$$ = calculated doubling time

Based on two-point cell density measurements, we found that the doubling time for MPA-treated cells was 187.8 min, for DMSO-treated cells was 130 min, for guanine-treated cells was 130 min, and for GM-treated cells was 158.9 min.

### yeastDrop-Seq experiments

Cells were subjected to Drop-Seq following the original protocol^2^ with the following modifications. Barcoded beads were resuspended in the yeastDrop-Seq solution containing the reagents as shown in Table 1. Cells were diluted to 50 cells/μL. After initial droplet formation, droplets were incubated for 30 min at 30 °C to ensure zymolyase breakdown of cell walls followed by cell bursting (Supplementary Fig. 1). After incubation, droplet quality was evaluated and >95% droplet-uniformity remained intact.

**Table 1:** yeastDrop-Seq solution.

Solution (total volume)	Reagent	Reagent volume
yeastDrop-seq solution (2223.5 μL)	Zymolyase (Zymo Research E1004), 2 Units/μL	37.5 μL
	Lysis buffer (no DTT)	1.5 mL
	1 M DTT	75 μL
	Zymolyase buffer	600 μL
	10% SDS (final concentration at 0.05%)	11 μL
Lysis buffer (no DTT)^2^ (950 μL)	H_2_O	500 μL
	20% Ficoll PM-100	300 μL
	Sarkosyl	10 μL
	0.5 M EDTA	40 μL
	2 M Tris pH 7.5	100 μL
Zymolyase buffer^37^ (CSH protocols Zymolyase Buffer) (100 mL)	2 M Sorbitol	50 mL
	1 M K_2_HPO_4_	4.2 mL
	1 M KH_2_PO_4_	0.8 mL
	EDTA (0.5 M, pH 8)	1 mL
	H_2_O	44 mL

Downstream breakage of oil droplets followed by reverse transcription, exonuclease I treatment, and PCR for cDNA amplification were carried out as per the Drop-Seq protocol^2^. cDNA was then tagmented using the NEBNext Ultra II DNA Library Prep with Sample Purification Beads kit (NEB #E7103S).

Sequencing was done using the Illumina HiSeq2500 platform with 2 × 100 read pairs.

### Single-cell RNA-seq data processing

Sequencing reads were trimmed using Trimmomatic (version 0.39) for adapters and any base with less than 30 quality score was also removed. Reads were aligned to the *S. cerevisiae* reference genome (Genome assembly: R64-1-1 (GCA_000146045.2), ensembl genomes) using STAR (version 2.7.5a). The expression count matrix was generated using UMI-tools (version 1.0.1) on Saccharomyces_cerevisiae.R64-1-1.102 transcript annotation. Quality control was performed using the scater R package (version 1.12.2). Number of transcripts counts (UMI) in cells and number of features (genes) of each sample were fitted to the Gaussian distribution and the outliers were filtered. Refer to the code availability section for the code and parameters.

### SC3 clustering

The cells of the 4 samples were combined and normalized using the command ‘NormalizeData()‘ from the Seurat R package (version 3.2.0). The PCA plot was performed using the top 500 variable features. Sample heterogeneity was analysed using the SC3 R package (version 1.15.1). The number of clusters in each sample was evaluated by assessing the heatmap of consensus clustering and the silhouette plot of clusters. The map of cells from samples to the SC3 determined clusters was made as a Sankey plot from the network3D R package (version 0.4).

### Identification of differentially expressed genes

Differentially expressed genes in each sample and consensus clusters k = 4, k = 8 were analysed using the Seurat R package (version 3.2.0). All samples are combined and log normalized with a scale factor of 10^4^. The Wilcoxon test was used for statistical tests, and the Bonferroni correction method was used to adjust the *p*-values of each gene. The key DE genes in Figs. 4 and 5 are defined by a threshold of 50% minimum percentage of cells with the gene detected and 0.5 log2 fold change was used to filter the gene list.

### Doublet rate analysis

Doublet analyses were performed over 5 tools, including DoubletFinder (version 2.0.3), DoubletDecon (version 1.1.6), scds (version 1.1.2) R packages, Scrublet (version 0.2.1) and solo (version 0.6) python packages. For DoubletFinder, the value of pK in each sample was determined by the mean-variance normalized bimodality coefficient. For DoubletDecon, the rhop value was set to 0.8. For scds, the threshold for doublet was determined by the co-expression based doublet scores, binary classification based doublet scores, and the hybrid scores. A threshold of top 4% cells was set for each score. For Scrublet, the transcriptomic doublet was determined by comparing to the doublet scores of simulated doublets in each sample. For solo, the default parameters were used. For the cells that were flagged as doublets in more than one of the tools (excluding DoubletDecon due to inconsistency), were considered as high-confidence doublets.

### GO term analysis

Each cluster had genes that were classified as up- or downregulated based on fold change in expression and statistical significance with p-value less than 0.05, using the Seurat (version 3). The R package clusterProfiler [ref] was then used to perform the GO term enrichment and pathway identifications. In brief, the ‘enrichGO()‘ function was used with the org.Sc.sgd.db organism database and the Biological Process of the GO term database. The reported *p*-value is further adjusted using the Benjamini–Hochberg procedure to correct for multiple testing^34^.

### Statistics and reproducibility

The information on how statistical tests were conducted is provided in the relevant subsections of the Methods section. For example, the Wilcoxon test was used as the statistical test associated with the identification of differentially expressed genes, with the use of the Bonferroni correction method to adjust the *p*-values of each gene. The sample size was targeted based on the original (mammalian cell optimized) Drop-Seq technique^2^. Corresponding n number of each sample or cluster is indicated where appropriate. Due to the inherent nature of stochasticity associated with gene expression, there were cell-to-cell differences in the analyzed RNA transcript numbers even for cells grown in the same growth condition.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Reporting Summary

## Data Availability

The accession number for the raw sequencing data corresponding to the four treatment conditions is GEO: GSE165686. Source data used as inputs to generate the figure panels, with each Excel file containing the data shown in specific figure panel(s) are available at the DOI-minting repository Zenodo at 10.5281/zenodo.4767298^35^. All other data are available from the corresponding authors on reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

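The deposited data are the processed files of 1 series with 4 yeastDrop-Seq libraries of BY4741 cells, 1 for each of the conditions DMSO, Guanine, MPA and MPA + Guanine, as the sample labels and the Methods name them. The authors trimmed adapters and low-quality bases with Trimmomatic, aligned the reads to the R64-1-1 genome with STAR, made the UMI counts per gene and cell with UMI-tools and removed cells by their UMIs and genes with scater before the counts were deposited, without normalization, as 1 matrix for all libraries. The scores of each cell on 3 principal components and in the UMAP were deposited by the authors, who computed them with Seurat from log-normalized and scaled values of the 500 most variable genes. The same table holds the labels of the SC3 clusters, which were used as the authors made them. The matrix holds whole numbers. In each library all genes with UMIs have at least 1 cell with 2 or more UMIs, which was tested on the matrix. The paper mentions a filtering of features and gives no such rule in its text, and its Methods refer to code for the parameters. Raw reads were not used here.

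The libraries held 311199 UMIs in 233 cells for DMSO, 216768 in 258 for Guanine, 102788 in 85 for MPA and 279806 in 268 for MPA + Guanine. The precision this gives is printed as exact Poisson intervals for summed UMIs, exact binomial intervals for shares, and intervals of list medians and correlations from 200 draws of Poisson counts. All are at the 95% level and cover counting error only. With 1 library per condition no test between conditions was made.

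UMIs were summed per library and scaled to CPM. A log2 ratio set a condition against the other 3 libraries pooled, against DMSO alone, or MPA + Guanine against Guanine, without a pseudocount, and genes listed at 0 on either side have no ratio. Gene lists, for ribosome biogenesis, tRNA synthetases, initiation factors, histones, antioxidant genes, chaperones, the proteasome, ribosomal proteins, oxidative phosphorylation, glycolysis, pyruvate metabolism, amino-acid, purine and GMP synthesis, iron regulation, the G1/S, G2/M and M/G1 phases, genes deleted in BY4741 and genes specific to MATalpha cells, were fixed beforehand and used with genes of at least 50 UMIs over the 4 libraries. The percentile of a list's median among 10000 random lists of its size, matched on expression by drawing from the 50 genes on each side, describes these libraries and is not a test. The text names the genes the paper names, not all of which are given here, the genes of the lists for GMP synthesis, deleted genes and MATalpha genes, and for each condition the 3 genes with the highest and the 3 with the lowest log2 ratio over the other libraries among genes with at least 100 UMIs, which was restricted to genes with a ratio.

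For cells, counts were scaled to 10000 per cell and log-transformed, and a PCA was computed on 500 variable genes with scikit-learn 1.9.0 and scanpy 1.11.5. Nearest neighbours were the 15 closest cells on 10 components. Thinned values come from 400 UMIs drawn per cell without replacement, with shallower cells left out. Draws of 85 cells were made 20 times, with seed 1. Scrublet was run through scanpy. TMM factors came from edgeR 4.0.16 in R 4.3.3, and near-identical copies of genes (at least 90% identity over 50% of the exon length) from blastn 2.17.0+. Other steps used python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6. The steps for ratios and lists were tested on simulated data, where 200 of 2454 genes were raised or lowered by a log2 ratio of 1 and the rest left unchanged. The medians of the changed lists were 0.97 and -1.00, 95.6% of the 95% intervals held the true ratio, and 2 of 40 unchanged lists lay outside the central 95% of random lists.

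The alternatives were other scalings (TMM, totals without ribosomal protein genes, the mean of each cell's CPM), other comparators (DMSO alone, equal weight of the libraries), other minimum counts, other thinning depths, numbers of components and variable genes, leaving out ribosomal protein genes, leaving out cells under 400 UMIs or the 5% of cells with the most UMIs as possible doublets, and settings added later that are named as such in the closing section. Marker genes of the subclusters were not analysed here as results, because the subclusters were found from the same counts.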

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

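The tests in this part were set before their results were seen, except that leaving out cells with over 10% of their UMIs on 1 gene is a setting chosen after seeing the data.

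*IMD2* (YHR216W), the gene of an IMP dehydrogenase, the target of MPA, is not discussed with the results of the paper and had UMIs under MPA while it is listed at 0 for the control. It had 325 (95% interval 262 to 399) CPM in the MPA + Guanine library, from 91 UMIs, and 29.2 (95% interval 6.02 to 85.3) in the MPA library, from 3 UMIs, and it was listed at 0 for DMSO and Guanine. A few cells with many UMIs are argued against, since the UMIs lay in 67 of 268 cells with at most 4 in a cell, and the 5 cells with the most held 17.6% of them. The log2 ratio of MPA + Guanine over MPA was 3.48. A swap of these 2 labels cannot be told apart from an effect of guanine on MPA-treated cells, because the design fixes no gene that only 1 of them would express. A filter on genes in each library would set a gene to 0 where the cells hold at most 1 UMI of it, so the level for DMSO and Guanine is not known to be 0. The induction of *IMD2* where MPA and guanine are both present stays open as a biological explanation and was not tested. No near-identical copy of *IMD2* was found in the annotation.

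For some genes that the paper lists as lower for MPA, the log2 ratio of MPA over DMSO had the opposite sign to that of MPA + Guanine over Guanine. They were YNL143C, with -2.48 and 0.98, *STT4*, with -1.75 and 0.69, and *HOR7*, with -1.11 and 0.29. The difference between these ratios was not tested, since each rests on single libraries. Cells with over 10% of their UMIs on 1 gene in the other libraries are argued against as the whole cause of the low level in MPA, because without them the higher of the ratios of YNL143C and *STT4* over the other conditions was -1.08, though that of YNL143C had been -2.07 with them. Cells of this kind may therefore account for part of the ratio of YNL143C. The ratios of MPA + Guanine over Guanine are not given without such cells. The MPA + Guanine library held 16 of these and the Guanine library 1. An effect of MPA that depends on guanine, and a difference between single libraries, both stay open and cannot be separated here. Priming on the run of 32 A in YNL143C was not tested for this pattern and stays open too.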

How the results depend on the processing

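The alternatives below were chosen before the data were examined, apart from those named as chosen after seeing the data, which are the gene filter on 85 drawn cells, genes with UMIs in all 4 libraries, cells with over 10% of their UMIs on 1 gene left out, genes at 0 placed at the end of the order, and the deposited components and UMAP. No paired analysis was possible because each condition has 1 library. A value with a counting interval counts as moved when it left it, and for moved values the cause was not tested unless it follows from how the alternative is built.

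Of 375 log2 ratios of named genes under an alternative, 347 stayed within the counting interval, 28 moved and 0 changed sign. Of 788 list medians, 693 stayed, 88 moved, and 7 whose interval excluded 0 changed sign. All 32 shares of SC3 clusters stayed within their intervals. The 8 rank correlations of the CV with the mean and 4 each of UMIs with length and GC content kept their sign, and they have no counting interval. Of 168 shares of cells with a UMI, 120 moved, which follows from the fewer UMIs per cell after thinning or leaving out deep cells. The G1/S and G2/M lists had too few genes with a ratio to be given alternatives.

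List medians of MPA over the other conditions moved as follows. With TMM scaling the medians were 0.77 for ribosome biogenesis, 0.47 for tRNA synthetases, -0.10 for ribosomal proteins and -0.84 for amino-acid synthesis. TMM lowered every ratio of MPA over the other conditions by the same amount. With genes that have UMIs in all 4 libraries they were 0.72, 0.45, -0.0925 and -0.80. Ribosome biogenesis had 1.08 with cells thinned to 400 UMIs and 1.03 with the mean of each cell's CPM. With genes at 0 placed at the end of the order, amino-acid synthesis had -0.82 and oxidative phosphorylation -0.81. Glycolysis (0.07, with an interval that includes 0) had -0.50 in that order, and it also fell below 0 with TMM. Medians whose interval included 0, such as those of ribosomal proteins and glycolysis, have no settled sign. Among medians whose interval excluded 0, changes of sign came only in ratios of MPA + Guanine. Over Guanine, ribosome biogenesis (0.10) had -0.0927 with TMM, -0.26 with totals without ribosomal protein genes, -0.00715 for genes with at least 200 UMIs and -0.00608 with the mean of each cell's CPM, and histones (0.22) had -0.14 with totals without ribosomal protein genes. Over DMSO, amino-acid synthesis (0.20) had -0.000296 with TMM and -0.0804 with totals without ribosomal protein genes. TMM and totals without ribosomal protein genes change all ratios of a pair of libraries by 1 amount. The median of all genes over Guanine went from 0.15 to -0.04 and -0.20, so the changes of sign with these 2 settings do not bear on a list relative to all genes.

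The correlation of the MPA effect with and without guanine was 0.408 for genes with at least 200 UMIs and 0.280 without ribosomal protein genes.

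The next values are in the order DMSO, Guanine, MPA and MPA + Guanine unless named. Without the 5% of cells with the most UMIs, the mean UMIs per cell were 1276, 795, 1158 and 995 and the mean genes 598, 427, 539 and 558, which are lower by construction. Without cells under 400 UMIs the mean UMIs were 1353, 920.0 and 1082 for DMSO, Guanine and MPA + Guanine, and the medians of all cells were 1250, 749.5, 1165 and 957. Thinning lowers the genes per cell by construction, to 157, 159, 155 and 161 at 200 UMIs, 274, 273, 267 and 289.9 at 400 and 373, 368, 360.0 and 400.4 at 600. The genes captured fell to 60.9% for MPA + Guanine with 85 cells drawn, and with the filter applied to the drawn cells to 39.7, 29.3 and 42.2% for DMSO, Guanine and MPA + Guanine. Scrublet with 10 components called 1.29, 0.388 and 7.46% of DMSO, Guanine and MPA + Guanine cells, and 5.69% over all libraries.

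Neighbours from the own library were 39.8, 73.9, 35.1 and 61.7% with 2 components, 89.8, 95.8, 95.1 and 86.2% with 2000 variable genes, 57.7, 70.7, 34.3 and 57.0% with cells thinned to 400 UMIs and 57.5, 76.8, 47.5 and 62.3% with genes that have UMIs in all 4 libraries. With 30 components they were 63.1, 91.9 and 48.1% for DMSO, Guanine and MPA + Guanine. In the deposited UMAP they were 86.4, 95.8 and 84.4% for DMSO, MPA and MPA + Guanine, and on the deposited components 1 to 3 they were 53.8 and 85.2% for MPA and MPA + Guanine. The share was above the library's share of all other cells in each of these settings.

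The silhouette width moved for Guanine and changed sign for DMSO with 10 components (0.277 and 0.0137). With 2000 variable genes it was 0.477 for Guanine and -0.00857 for MPA + Guanine. With thinned cells it was -0.0247 for DMSO and 0.149 for Guanine, and it changed sign for MPA, to -0.0976. With genes that have UMIs in all 4 libraries it was 0.279 for Guanine and 0.173 for MPA. In the deposited UMAP it was 0.261, 0.524, 0.800 and 0.270, with a change of sign for DMSO and MPA + Guanine, and on the deposited components 1 and 2 it was 0.485 and -0.00712 for Guanine and MPA + Guanine.

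The eigenvalue ratio for Guanine, MPA and MPA + Guanine was 1.21, 1.13 and 1.56 at 200 UMIs and 1.78, 1.28 and 1.41 without ribosomal protein genes. At 600 UMIs it was 1.78 and 1.46 for Guanine and MPA. Without cells with over 10% of their UMIs on 1 gene it was 1.32 for MPA. Amino-acid genes with the paper's marker genes included had 11071, 29042, 15271, 47417, 11839.9, 14676, 20559 and 11361 CPM in D.1, D.2, G.1, G.2, the MPA cells, MG.1, MG.2 and MG.3, which are higher because the list then holds more genes. Without cells with over 10% of their UMIs on 1 gene, D.2 had 6675 and MG.3 3892 CPM.

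Depth limits what can be seen. The MPA library holds the fewest UMIs and cells, and 2356 genes are listed at 0 there, whose expected share of its UMIs from the other libraries is 14.5%. Genes of low level, and changes in the genes listed at 0, cannot be measured in it.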

Differences from the paper's values

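The alternatives named in this part were set before the data were examined, and the comparisons with the supplementary tables were chosen after these tables had been read.

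The paper gives a doublet share of 3.5%, and Scrublet alone called 13.2% of the cells. With expected doublet rates of 0.02 and 0.10 the share was 13.2%, and with 10 components it was 5.69%, so none of these alternatives reaches the paper's value. That value combines several tools, of which 1 was run here, and the share with 10 components lies within the range of about 2 to 7% that the paper gives for single tools.

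Principal component 1 held 3.82% of the variance, against about 1.1% in Fig. 2a, read by eye, and component 2 held 2.13%, against about 0.6% there. No alternative was set for these shares. The paper does not state of which total variance its shares are taken, so whether both are on 1 scale is not known.

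The paper states that UMIs show no bias toward transcript length or GC percentage. The rank correlations were -0.31 with length and 0.27 with GC content in the DMSO library, and the other libraries had the same signs. They cannot decide the statement, because UMIs also depend on the expression level of a gene, which was not known from elsewhere.

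The paper states that most DMSO-treated and Guanine-treated cells map to more than 2 SC3 clusters. In the deposited labels the 2 largest clusters held 89.7% of the DMSO-treated and 96.5% of the Guanine-treated cells.

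The Methods describe fold changes on a log2 scale. The values of Supplementary Data 6 equal those computed here on the natural log scale, so that its smallest change for MPA, 0.501 there, is 0.72 on the log2 scale.

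Supplementary Data 2 gives a mean expression per gene for each condition. For 1392 DMSO genes and 601 Guanine genes in the part held here, 1392 and 601 of the values equal the mean over all 844 cells within 0.0001, and 1 and 0 equal the mean over the condition's own cells.

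The paper states that rRNA transport, ribosome assembly and rRNA metabolism are lower after MPA treatment. Its Supplementary Data 9 lists these terms as lower for MPA + Guanine and as higher for Guanine. It lists rRNA metabolism as higher for MPA also, for which it lists 32 higher and 0 lower terms. Ribosome biogenesis genes had a median log2 ratio of 0.62 for MPA over DMSO and -0.46 for MPA + Guanine over DMSO. For Guanine over DMSO it was -0.58, whereas the median of ribosomal protein genes was 0.17 (0.12 to 0.18). The genes listed as higher for Guanine were set against all other cells and include ribosomal protein genes such as *RPL10* and *RPL15A*. The terms listed for Guanine and the ribosome biogenesis list over DMSO are thus not a like comparison. The paper also states that ribosome assembly and proteasome components are higher. Supplementary Data 9 lists ribosome assembly as higher for Guanine, and proteasome assembly as lower for Guanine, and neither for MPA. For MPA it lists ribosome biogenesis, tRNA aminoacylation, amino acid activation and translational initiation as higher. The median of proteasome genes was 0.15 for MPA over the other conditions, where the median of all genes was 0.14.

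The paper states that pyruvate metabolism, monocarboxylic acid metabolism, phosphatidylinositol-mediated signaling and regulation of cell wall organization are lower after MPA treatment. Supplementary Data 9 and 10 list pyruvate metabolism as lower for Guanine, G.2 and MG.3, monocarboxylic acid metabolism as lower for G.2 and MG.3, phosphatidylinositol-mediated signaling as higher for MG.3, and regulation of cell wall organization for no group. The pyruvate metabolism list, with a median of -0.47 for MPA over the other conditions, had the direction of the text there, and -0.06 (-0.46 to 0.06) over DMSO.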

Other observations

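The tests chosen after the result was seen, or with a setting chosen then, are those of genes at 0 against sampling and against a filter, that of the genes captured with the filter on 85 drawn cells, those without cells with over 10% of their UMIs on 1 gene, those of the spread between MPA-treated cells, and the share of neighbours with genes that have UMIs in all 4 libraries.

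Over the 4 libraries, 779 cases were found of a gene listed at 0 in a library where the others gave an expected level of at least 20 UMIs. Sampling at this depth is argued against, since Poisson counts give 0 such cases. A filter on genes applied to each library is a candidate explanation, because 85 drawn DMSO cells had at least 866 genes with UMIs but no cell of 2 or more, and the deposited libraries had 0 such genes. With the same filter on 85 drawn cells, the lowest share of genes captured was 29.3%, that of Guanine, so the number of cells may account for the few genes captured for MPA.

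Cells also lay near cells of their own library when a filter on genes alone was applied. With 2000 variable genes, 90.4% of neighbours came from the own part when the DMSO library was split at random into 2 parts and each was filtered. Such a filter may thus account for part of the separation by condition. It is argued against as the whole cause, because with genes that have UMIs in all 4 libraries the lowest share was 47.5%, for MPA, where 9.96% of all other cells were MPA-treated. Library and condition cannot be separated in this, and an effect of the treatments stays open.

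The eigenvalue ratio of MPA-treated cells may be low because the library has few cells. Against DMSO this stays possible, since the lowest ratio in draws of 85 DMSO cells was 1.23. Against Guanine and MPA + Guanine the lowest ratios of 1.45 and 1.67 lay above the mean of MPA at 400 UMIs, 1.36. The draws of MPA hold the same 85 thinned cells and so vary by the simulated cells alone. It cannot be told apart from a lower spread all the same, because the draws of Guanine overlapped those of MPA at 200 UMIs and those of MPA + Guanine overlapped them without ribosomal protein genes. Cells with over 10% of their UMIs on 1 gene are argued against as the cause at 400 UMIs, since without them the lowest ratio of these 2 libraries was 1.42. A more uniform response to MPA is a hypothesis that stays open, as does a difference between single libraries.

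The higher ratios of ribosome biogenesis genes in MPA were tested against the filter acting on a small library, which is argued against, since 85 filtered DMSO cells over the other DMSO cells gave list medians of at most 0.17. A low level in the Guanine library only is argued against by the lower end of the interval over DMSO, 0.51.

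*MTG1* and *CTF13* were high for Guanine together with their neighbours *SNZ1* and *SNO1*. Reads that run past the 3' end of a gene could be counted on the next gene. Across 172 pairs of convergent neighbours at most 300 nt apart, the log2 ratios had a rank correlation of 0.126 (-0.02 to 0.27), against 0.118 for divergent and 0.333 for tandem neighbours. This cannot be told apart from shared regulation, because the interval includes both 0 and the value of divergent pairs.

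Subcluster MG.3 had a median of 174 genes from 666 UMIs per cell. This is not a trait of all its cells, since thinned to 400 UMIs the 17 cells with as many had a median of 278 genes, against 284 in MG.2. Priming on runs of A inside transcripts was tested with genes that have a run of at least 12 A, whose median log2 ratio of MG.3 over the other MPA + Guanine cells was -0.75, against -0.44 for other genes. Such priming cannot be told apart from other causes, since this median rests on 9 genes and the sign depends on the run length. Only 4 genes with UMIs there have a run of at least 15 A, and their median, from 3 genes, was 4.75. These genes held 18.6% of the UMIs of MG.3, against 0.767% in the other MPA + Guanine cells. Genes with a run of at least 12 T held 1.22% and 1.28%. The genes with runs of A include YNL143C and *MTC7*, which dominated 4 cells and 1 cell of MG.3, so a high share of UMIs on such genes restates that dominance. YGR069W, which dominated 9 cells of MG.3, and YHR095W have no place in the annotation used and so no run length, and the test leaves them out. For the genes other than YNL143C and *STT4* that the paper lists as lower for MPA, cells dominated by 1 gene are argued against, with a median log2 ratio of -1.27 without them.

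Across 1641 genes, the log2 ratio of MPA over DMSO had a correlation of 0.320 (0.293 to 0.352) with that of MPA + Guanine over Guanine, which share no library. In simulated unchanged libraries it was 0.00830 on average. Pairs of ratios that share the DMSO library had 0.273 (0.299 to 0.373 in simulated unchanged libraries) for MPA with MPA + Guanine, 0.212 (0.406 to 0.471 in simulated unchanged libraries) for Guanine with MPA + Guanine and -0.123 (0.268 to 0.341 in simulated unchanged libraries) for MPA with Guanine. The simulated libraries hold counting error alone and no filter on genes. Real differences between libraries can change the correlation that a shared library gives, so values below these ranges do not by themselves show opposite effects. Genes are not replicates, and no biological explanation was tested.

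The remaining lists had these medians. Amino-acid synthesis had -0.71 (-0.79 to -0.43) for MPA over the other conditions, -0.19 (-0.33 to 0.03) for MPA over DMSO, 1.13 (0.98 to 1.24) for Guanine over DMSO and -0.86 (-0.97 to -0.74) for MPA + Guanine over Guanine. The iron list had 1.11 (0.87 to 1.40) and 0.71 (0.55 to 1.11) for Guanine and MPA + Guanine over DMSO, and -0.19 (-0.61 to 0.03) for MPA, which had -0.86 (-1.23 to -0.57) over the other conditions. Purine synthesis had 0.38 (-0.04 to 0.73) for Guanine, -0.18 (-0.68 to 0.30) for MPA and 0.18 (-0.22 to 0.48) for MPA + Guanine over DMSO, where the MPA value rests on 5 genes and 6 were listed at 0. The M/G1 list had -0.79, 0.26 and -0.32 in the same order. For MPA over the other conditions the G1/S list had 1 gene with a ratio, at 0.65 (-0.14 to 1.11), and the G2/M list had 2, with a median of 0.17 (-0.62 to 0.72).

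The GMP synthesis list had 0.20 (-0.19 to 0.53) for MPA over the other conditions. In the order DMSO, Guanine, MPA and MPA + Guanine, *IMD3* (YLR432W) had 141, 0, 175 and 275 CPM, *IMD4* (YML056C) 276, 152, 496 and 418, *GUA1* (YMR217W) 257, 254, 233 and 111, *GUK1* (YDR454C) 415, 374, 418 and 382 and *HPT1* (YDR399W) 106, 119.9, 136 and 122, where 0 means listed at 0. Of the genes deleted in BY4741, *HIS3* (YOR202W) had 247, 946, 272 and 379 CPM, so it was not used as a measure of background, and *LEU2*, *MET17* and *URA3* were not in the matrix. Of the MATalpha genes, *SAG1* (YJR004C) had 22.5 CPM for DMSO, from 7 UMIs, and *STE3*, *MF(ALPHA)1* and *MF(ALPHA)2* were not in the matrix.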
